# TGMS in Rapeseed (*Brassica napus*) Resulted in Aberrant Transcriptional Regulation, Asynchronous Microsporocyte Meiosis, Defective Tapetum, and Fused Sexine

**DOI:** 10.3389/fpls.2017.01268

**Published:** 2017-07-20

**Authors:** Xi-Qiong Liu, Zhi-Quan Liu, Cheng-Yu Yu, Jun-Gang Dong, Sheng-Wu Hu, Ai-Xia Xu

**Keywords:** *Brassica napus*, thermo-sensitive genic male sterility, tapetum, callose, exine, glucanase, *POLLENLESS3-LIKE 2*

## Abstract

The thermo-sensitive genic male sterility (TGMS) line SP2S is a spontaneous rapeseed mutation with several traits that are favorable for the production of two-line hybrids. To uncover the key cellular events and genetic regulation associated with TGMS expression, a combined study using cytological observation, transcriptome profiling, and gene expression analysis was conducted for SP2S and its near-isogenic line SP2F grown under warm conditions. Asynchronous microsporocyte meiosis and abnormal tapetal plastids and elaioplasts were demonstrated in the anther of SP2S. The tetrad microspore did not undergo mitosis before the cytoplasm degenerated. Delayed degradation of the tetrad wall, which led to tetrad microspore aggregation, resulted in postponement of sexine (outer layer of pollen exine) formation and sexine fusion in the tetrad. The nexine (foot layer of exine) was also absent. The delay of tetrad wall degradation and abnormality of the exine structure suggested that the defective tapetum lost important functions. Based on transcriptomic comparisons between young flower buds of SP2S and SP2F plants, a total of 465 differentially expressed transcripts (DETs) were identified, including 303 up-regulated DETs and 162 down-regulated DETs in SP2S. Several genes encoding small RNA degrading nuclease 2, small RNA 2′-O-methyltransferase, thioredoxin reductase 2, regulatory subunit A alpha isoform of serine/threonine-protein phosphatase 2A, glycine rich protein 1A, transcription factor bHLH25, leucine-rich repeat receptor kinase At3g14840 like, and fasciclin-like arabinogalactan proteins FLA19 and FLA20 were greatly depressed in SP2S. Interestingly, a *POLLENLESS3-LIKE 2* gene encoding the Arabidopsis MS5 homologous protein, which is necessary for microsporocyte meiosis, was down-regulated in SP2S. Other genes that were up-regulated in SP2S encoded glucanase A6, ethylene-responsive transcription factor 1A-like, pollen-specific SF3, stress-associated endoplasmic reticulum protein 2, WRKY transcription factors and pentatricopeptide repeat (PPR) protein At1g07590. The tapetum-development-related genes, including *BnEMS1, BnDYT1*, and *BnAMS*, were slightly up-regulated in 3-mm-long flower buds or their anthers, and their downstream genes, *BnMS1* and *BnMYB80*, which affect callose dissolution and exine formation, were greatly up-regulated in SP2S. This aberrant genetic regulation corresponded well with the cytological abnormalities. The results suggested that expression of TGMS associates with complex transcriptional regulation.

## Introduction

*Brassica napus* (AACC, 2n = 38) is a young amphiploid species formed by hybridization of its ancestors *Brassica oleracea* (CC, 2n = 18) and *Brassica rapa* (AA, 2n = 20). It is an important source of edible oil and is widely grown throughout the world. Male sterilities (MS) are of importance in rapeseed because they can facilitate the production of hybrid seeds and utilization of inter-varietal heterosis on a large scale. MS exist widely in plants because pollen development can be ceased at various stages, including anther cell division and differentiation, microsporocyte meiosis, tetrad microspore release, microspore mitosis, pollen wall development, and anther dehiscence (Ma, 2005; Aya et al., 2011; Zhu et al., 2011; Sharma and Nayyar, 2016). Pollen development relies on the functions of numerous genes from both the microspore itself and sporophytic anther tissues. For example, several genes are crucial for *Arabidopsis* tapetum development and function, including *SPOROCYTELESS* (*SPL*), *EXCESS MICROSPOROCYTES 1* (*EMS1*), *GLUTAREDOXINS2* (*ROXY2*), *TAPETAL DETERMINANT 1* (*TPD1*), *DYSFUNCTIONAL TAPETUM* (*DYT1*), *TAPETUM DEVELOPMENT AND FUNCTION1* (*TDF1*), *ABORTED MICROSPORES* (*AMS*), *MALE STERILITY1* (*MS1*), and *MYB80* (*MYB103*) (Ma, 2005; Aya et al., 2011; Zhu et al., 2011; Sharma and Nayyar, 2016). In the last decade, transcriptomic studies have identified thousands of genes that are expressed in various male sterilities in cruciferous plants, including *B. oleracea* (Kim et al., 2014; Ma et al., 2015), *B. rapa* (Dong et al., 2013), *B. juncea* (Paritosh et al., 2014), and *B. napus* (Yan et al., 2013; Qu et al., 2015). Recently developed high-throughput RNA-Seq techniques are a powerful and cost-efficient tool for transcriptome profiling (Wang et al., 2012; Yan et al., 2013; Pan et al., 2014; Paritosh et al., 2014; Qu et al., 2015). These highly sensitive technologies allow accurate detection of gene expression level (Ozsolak and Milos, 2011), and RNA-Seq data show a high level of reproducibility in both technical and biological replicates (Marioni et al., 2008). Digital gene-expression tag profiling (DGE), driven by Illumina Solexa technology, is a simple and cost-efficient method to analyse transcriptome data. DGE is able to identify, quantify, and annotate expressed genes at the global transcriptome level (Tao et al., 2012; Wei et al., 2013), opening doors to higher-confidence target discovery and pathway studies.

The rapeseed thermo-sensitive genic male sterility mutant (TGMS) SP2S is a spontaneous mutant that was found in 2007 (Yu et al., 2015). It can be used as a promising pollination control system for hybrid production because it has a low critical daily temperature below 18°C, which is required for fertility transition, and male sterility can be restored by any other cultivar (Yu et al., 2015). However, genetic manipulation of TGMS was hard to perform, since TGMS SP2S is a complex trait controlled by the interaction between at least two recessive gene loci and some environmental factors (Yu et al., 2015). When a fertility-segregating population of SP2S crossed with another cultivar was employed for gene mapping, the main problem was phenotypic instability because some heterozygous plants also showed partial male sterility, similar to TGMS. Second, when the temperature changed, the fertility transition time of each individual MS plant in the segregating population was different, possibly due to the involvement of minor effect genes. Third, the chromosome collinearity between the A and C genomes and frequent crossover among homologous chromosomes (Chalhoub et al., 2014) in this allotetraploid species make gene mapping more difficult than in diploid species. It is typical of polyploid species, such as *B. napus*, that allelic variation of molecular markers can be problematic for analyses because they can be difficult to differentiate from much more abundant inter-homolog polymorphisms, which do not represent allelic variation (Bancroft et al., 2011). In our previous study, we observed anther development in SP2S under a light microscope and found that the earliest abnormality was extremely an enlarged fat tapetum formed at the stage of microsporocyte meiosis, followed by tetrad microspore abortion (Yu et al., 2015). However, due to the limited dissolution of light microscopy, detailed subcellular characterizations are still not available. In this study, therefore, we compared the anther ultrastructure between TGMS SP2S and wild-type SP2F and found abnormalities in meiotic behavior and organelle degradation. We also performed DGE to profile the transcriptome with the aim of screening important differentially expressed transcripts (DETs). We found that aberrant genetic regulation in SP2S corresponded well to abnormal cytological changes, including asynchronous meiosis, abnormal callose accumulation, delayed degradation of tetrad wall, and nexine absence. The results provided new insights into microsporogenesis in response to mild heat stress during reproductive growth.

## Methods

### Plant materials

Two NILs (near-isogenic lines) named SP2S (TGMS mutation) and SP2F (the wild-type) developed in our lab were used in this study (Figure S1). SP2S was developed after several consecutive generations of selfing from a spontaneous mutation found in the doubled haploid line SP2 in 2007. SP2F is the sibling of SP2S derived from the same genetic background (Yu et al., 2015). Seeds of the SP2S and SP2F lines were sown in a field in September, and the resulting seedlings had ~10 leaves per plant in early December when they passed vernalization under field conditions. The seedlings were transplanted to a greenhouse. To ensure complete TGMS expression, the daily average temperature in the greenhouse was maintained over 22°C and the photoperiod was longer than 14 h. We preferred to not compare the transcriptome of SP2S treated at high/low temperature because we were concerned that the plant growth rhythm would become asynchronous under two growth conditions.

### Microscopic observation

Flower buds of SP2S and SP2F plants grown in the greenhouse were collected and divided into groups according to their size. The exact developmental stage for each anther was determined by microscopic observation of their cytological characterization. Anther transverse sections or microspores samples were prepared, stained, and observed using our previous methods (Yu et al., 2015, 2016).

### DGE sequencing

Two groups of young flower buds (from microsporocyte to uni-nucleate microspore stage, bud length ≤3 mm) were collected from SP2S and SP2F plants grown in the greenhouse. They were designated as F1, F2, and F3 and S1, S2, and S3 to indicate different biological replicates. The samples were added to RNAlater solution (Ambion, TX, USA) for 24 h and stored at −80°C until further processing. Total RNAs were extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer's instructions and purified using a TRK1001 Kit (LC Science, Houston, TX). The quantity and purity of the total RNAs were analyzed on an Agilent Bioanalyser 2100 with an RNA 6000 Nano LabChip Kit (Agilent, CA, USA). Two groups of cDNA libraries corresponding to SP2S and SP2F, each with three biological replicates, were constructed using the Illumina Digital Gene Expression Tag Profiling Kit according to the manufacturer's protocol (Directional mRNA-Seq Sample-Preparation Part#15018460 Rev. A, October 2010). In brief, ~10 μg of total RNA with a RNA integrity number (RIN) >7.5 was subjected to Poly (A) mRNA isolation with poly-T attached magnetic beads (Thermo Fisher Scientific, CA, USA). Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The fragmented RNAs were dephosphorylated at the 3′ end by phosphatase and phosphorylated at the 5′ end by T4 polynucleotide kinase. The samples were cleaned with the RNeasy MinElute Kit (Qiagen, Hilden, Germany) following the instructions of the manufacturer. The purified RNAs were ligated with a pre-adenylated 3′ adapter, which enabled subsequent ligation of the 5′ adapter. Based on the adapter sequence, reverse transcription was followed by PCR to create cDNA constructs. The average insert size for the paired-end cDNA libraries was 300 bp (±50 bp). We performed single end sequencing on an Illumina Hiseq 2000 following the manufacturer's recommended protocol. The raw data containing adaptor sequences, tags with low quality sequences and unknown nucleotides N were filtered to obtain clean reads that were 36 nt in length.

All clean tags were aligned to *B. napus, B. rapa*, and *B. oleracea* genome sequences retrieved from NCBI (National Center for Biotechnology Information) using Bowtie2 v2.1.0 (http://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.1.0/), with only a 1-bp mismatch allowed. Because many gaps and missing fragments were present in the genome assembly, we aligned the DGE tags to our previous transcriptome assembly dataset (file Trinity_rapeseed under TSA accession GDFQ00000000) containing 135,702 transcripts (unigenes) with NCBI blast hits and functional annotations. The number of perfect clean reads corresponding to each unigene was calculated and normalized to the number of Reads per Kilobase of exon model per Million mapped reads (RPKM). The low-frequency transcripts with the 3rd quartile of the total counts in all samples <10 were removed. Based on the expression levels, significant DETs among the two groups of samples were identified using a false discovery rate (*FDR*) ≤ 0.05 (DEseq package. http://www-huber.embl.de/users/anders/DESeq/) and fold-change ≥2. Hierarchical clustering of DETs was performed using Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm). Analysis of GO (Gene Ontology) was conducted using Gene2GO (ftp://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz), and a BLAST search in the NCBI nucleotide collection database was conducted for functional classification of DETs. GO enrichment analysis was performed using a R programming script and hypergeometric test (one-tailed Fisher's exact test) to identify significantly enriched GO terms or pathways in DEGs compared to the whole genome background (Yan et al., 2013). Furthermore, the networks of down-regulated and up-regulated genes were drawn using the BiNGO plugin (Maere et al., 2005) of Cytoscape software (http://www.cytoscape.org/) using *Arabidopsis* data. The known and predicted interactions among the DETs were revealed by STRING (https://string-db.org/) based on *Arabidopsis* knowledge.

### Gene expression analysis by quantitative real-time PCR (QRT-PCR)

Some flower tissues from the SP2S and SP2F plants grown under warm conditions, including small buds that were ~1-mm length (microsporocyte stage), middle buds that were ~3 mm (uni-nucleate microspore stage), large buds that were ~5 mm (pollen mitosis stage), and anthers of middle buds and large buds that were collected simultaneously from at least five plants, with three biological repeats for each sample. RNAs were extracted, and cDNA synthesis was performed with 250 ng of total RNA using a PrimeScript RT reagent Kit (Takara, Otsu, Japan). Gene-specific primers (Table 1) were designed for the selected DETs according to the unigene sequences using the Beacon Designer 7.0 (Bio-Rad, CA, USA). Primers designed for nine genes necessary to tapetum differentiation and function (Zhou et al., 2012) were also included. Real-time PCR assays in triplicate were performed using SYBR Green PCR Master Mix (Applied Biosystems, CA, USA) on a QuantStudio 3 thermal cycler (Thermo Fisher Scientific, CA, USA). The *B. napus beta-actin7* gene was used as the internal control for data normalization, and SP2F was used as the negative control. The quantitative variation of each gene in various tissue samples of SP2S was calculated using a well-known relative quantification method 2^−ΔΔCT^ (Livak and Schmittgen, 2001). ΔΔCT = (Ct_gene_ − CT_actin_)_SP2S_ − (CT_gene_ − CT_actin_)_SP2F_. The expression level differences were estimated by variance analysis.

**Table 1:** Primers for key genes related to tapetum function and development and differentially expressed transcripts.

**Gene name**	**Forward sequence**	**Reverse sequence**	**Length (bp)**
*BnSPL*	ACTTCAACGAGGCGACAAATCTTAC	CGGGAAAAATTCGTACTCCTTCA	101
*BnROXY2*	GAGCTCGACCTCCACCCTCAT	GAAGTGCCCCCGGAGAAGT	100
*BnEMS1*	CTTGGTTGGTTGGGTTGTTCAGA	ACGTAGCATGGCCTGTTTGAAA	100
*BnTPD1*	AGGCAGCGACCGAACCTATG	TGACGTGGATCCTCGAGATGTT	99
*BnDYT1*	TGTGCCTGTTGGGATTTGAGA	AGTCACCATCACATAGTCCCTGAAGT	108
*BnTDF1*	GTGAAGAACCACTGGAACACGAA	TGAATTCCGTAAGGACCTGAGAAAC	100
*BnAMS*	CGAGATGGTGCCAGCTGAAC	GGATTGAACCAGTTGCCATCTG	101
*BnMYB80*	CCACTACACTCAATCCTCCTCAAGTC	TCAACACGTTTCTTGGTGAGCAA	100
*BnMS1*	ATGCCTCCACAAGAATGC	TCCCATCTAACACCAATCC	190
*glucan endo-1,3-beta-glucosidase A6*	TAACCCTCTGCCTAAACC	GCTCGTAACATTCTCTGC	166
*Pollenless 3-like 2*	TGCCATACAGAGGAGGAAGAC	AGAGCGTGAAGCCCAAGG	103
*bHLH25-like*	GAGGAGCAAGCCAGTCAGAG	TTCAGCCATAGTGATCTCAACAAC	189
*Thioredoxin reductase 2-like*	GGAAGCAATCAGAGCGGTTC	TCGGCGAGCACAGTTCTC	112
*Small RNA degrading nuclease 2-like*	GAAGTAAGGAACTGGATCAAGG	GGAGCACATAATAGCCACAAG	189
*Phosphoinositide phospholipase C1*	CTCTCCGTTGCCTCCTTCC	GGTGCTGCTTCTACTGTTGAG	124
*Leucine-rich repeat receptor-like serine/threonine-protein kinase*	GAGTTCCAGTAAGCAGAATCAAG	CGATGACAGAGCAGCCTATC	112
*ABC transporter E1*	CCAAGTGAAGAAGGTGTAGAGTC	AACTGAGGATGCGTGTATGC	140
*Fasciclin-like arabinogalactan protein 20*	CTTCGTTCTCTTCGCACTC	TCTTACACGGAGGACTGAG	87
*Small RNA 2′-O-methyltransferase*	GCCTTCTCCATTCGTTCTTC	GAATCCACATCTTGAATCAGTTG	198
*Serine/threonine-protein phosphatase 2A*	GTACGCCTCAACATCATAAGC	CGATTATAGCAAGACGAACTCTC	87
*Glycine-rich RNA-binding protein 1A*	TGTAACGGACCTTGGAATC	CTCTTCACTGTAAACCTACTAC	178
*Glucan endo-1,3-beta-glucosidase, acidic isoform-like*	TTGGCTTGTAACTGCTCATCTG	CCTTCTTGTTCGTCCTATCTCTTG	109
*Pollen-specific protein SF3*	TGAATCGCCGTTCTCTTCC	GTCCTCCAATCCGCCAAC	105
*Ethylene-responsive transcription factor 1A-like*	GCGTCGTTGAGGATACCGTAG	TTGTACCCTTGCTTCACTGAGAG	92
*Pentatricopeptide repeat-containing protein At1g07590*	GAGAAGAGAAGCAATGGCAGGTTC	GTTGTCGCACTCCGTGTTGTAG	103
*Probable transcription factor WRKY 70*	AGGCACCAACTCGTTCAAG	TGACAAGAGAGGAGGAGGAG	178
*BnActin7*	CGCGCCTAGCAGCATGAA	GTTGGAAAGTGCTGAGAGATGCA	101

## Results

### Abnormal microspore and pollen development in SP2S

The developmental process of normal rapeseed anther has been well described (Yu et al., 2015, 2016), and anther abortion in SP2S is mainly due to the extremely vacuolated tapetum at the microsporocyte stage. Thus, in the present paper, we focused on new cytological phenomena. Abnormal microsporocyte meiosis, which was not noted in our previous study, was observed on both semi-thin sections of anthers and DAPI stained microsporocytes (Figure 1). The meiosis phases of all microsporocytes in the same locule should keep the same pace, and all of the tetrads formed simultaneously (Yu et al., 2016). However, meiosis in SP2S was asynchronous: some microsporocytes were still at metaphase but others entered telophase or became mid-uninucleate microspore (Figures 1B,D). A tetrad will produce four uni-nucleate microspores and each microspore will undergo mitosis and cytokinesis (Figure 1E) to become bi-cellular pollen. By contrast, the microspore of SP2S did not undergo mitosis because the nucleus degenerated at this stage, with very weak DAPI signal (Figure 1F). In addition, the callose layers covering the microsporocytes (Figure 1H) and tetrad microspores in SP2S (Figure 1J) were thinner than those in SP2F (Figures 1G,I). The tetrad wall (mainly callose layer) should be dissolved to release uni-nucleate microspore (Figure 1K) but the wall in SP2S persisted even after the microspore disintegrated (Figure 1L).

**Figure 1:**
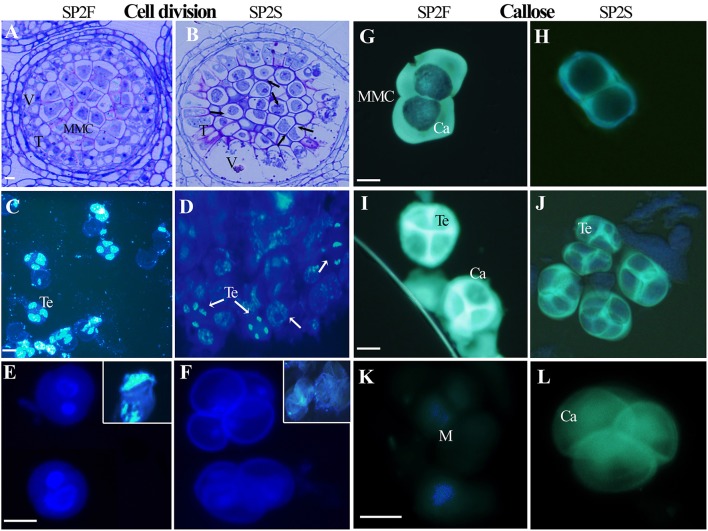
Asynchronous microsporocyte meiosis and abnormal callose layer in SP2S compared to SP2F. **(A–L)** were stained by toluidine blue, DAPI, and aniline blue, respectively. **(A)** Microsporocytes in SP2F at meiosis stage. **(B)** Different phases of meiosis exited in an anther locule of SP2S (Arrowhead showed). Fat tapetum with large vacuole was also noted. **(C)** Normal tetrads formed synchronously in SP2F. **(D)** Different phases of meiosis coexisted in one SP2S anther locule. **(E)** The bi-nucleate pollen grains of SP2F after first mitosis contained a lot of DNA with strong DAPI signal. The inset shows the clear DAPI signal in the nucleus when the cell wall was broken by slight squeeze. **(F)** The nuclear DNA of SP2S microspores was degraded, with very weak DAPI signal, and hence the microspores did not undergo mitosis. **(G)** Thick callose layer covering microsporocytes of SP2F. **(H)** Thin callose layer covering microsporocytes of SP2S. **(I)** Thick callose layer surrounding tetrad microspores in SP2F. **(J)** Thin callose layer around tetrad in SP2S. **(K)** Microspores that were released after callose dissolution, without fluorescence. **(L)** Callose walls persist even after microspore disappeared. Ca, callose; M, microspore; T, tapetum; Te, tetrad; V, vacuole. Each pair of figures had the same scale bars of 10 μm.

To obtain details about the ultrastructure, transmission electron microscopy (TEM) was used to compare microsporogenesis and tapetum development between the SP2S mutant and wild-type SP2F. Except for excessively vacuolated tapetal cells at the microsporocyte stage (data not shown), as shown in our previous study (Yu et al., 2015), the main differences included delayed degradation of the tetrad wall, vacuolization of uni-nucleate microspores, later deposition of exine, and absence of nexine in SP2S. The microsporocytes of both SP2F and SP2S had larger nuclei (Figures 2A,B) but primary cell wall of the latter was undulated and some large vacuoles formed in the cytoplasm (Figure 2B). After microsporocyte meiosis, the primary cell wall of microsporocyte was partially degraded in SP2F (Figure 2C) but it was still maintained in SP2S (Figure 2D). A primexine matrix (the precursor of exine) was developed on the surface of the young microspore so that the sculpturing of the microspore wall was already visible in wild-type SP2F when the microspores were still within the callose wall (Figure 2C). By contrast, primexine was undeveloped (Figure 2D) in SP2S anthers, although tapetally derived electrodense material (including sporopollenin) accumulated on the surface of the callose wall, as in *Arabidopsis ms1* mutants (Vizcay-Barrena and Wilson, 2006). In wild-type SP2F, when the microspores were freed from the tetrads after dissolution of the callose wall, each uni-nucleate microspore had a dense cytoplasm and early exine, with an initial deposition of sporopollenin (Figure 2E). In the SP2S mutant, degradation of the tetrad wall was delayed (Yu et al., 2015) and patches of electrodense material rather than distinctive baculae structure (Vizcay-Barrena and Wilson, 2006) were observed on the surface of microspores (Figure 2F). Many vacuoles formed in uni-nucleate microspores of SP2S (Figure 2F), indicating the beginning of cytoplasm degeneration. By the mid-uninucleate microspore stage, the outer layer of exine, known as sexine, formed with sporopollenin and other components (Vizcay-Barrena and Wilson, 2006) deposited on the surface of microspores in wild type (Figure 2G). By comparison, the four microspores in one tetrad were appressed in SP2S, and the cytoplasm of the microspore was degenerated; the contents of the microspore disappeared (Figure 2H). Thus, the aborted tetrad microspore should undergo no mitosis. Nevertheless, sexine formed with sporopollenin deposition at the later microspore stage, indicating that the release of sporopollenin from the tapetum to microspore still occurred in SP2S, but not at a sufficient amount or at the right time. After completion of microspore mitosis, the pollen grains contained abundant cell components and the sporopollenin polymerized (Vizcay-Barrena and Wilson, 2006), forming the characteristic exine (baculae and tectum) in the wild type (Figure 2I). In SP2S, however, the foot layer nexine did not form (Figures 2J,K) and the neighbor microspores in SP2S mutant were aggregated (Yu et al., 2015) due to exine fusion (Figure 2L). The relics of tetrad wall (callose wall and/or primary cell wall of microsporocyte) still existed around some degenerated microspores in SP2S (Figure 2J).

**Figure 2:**
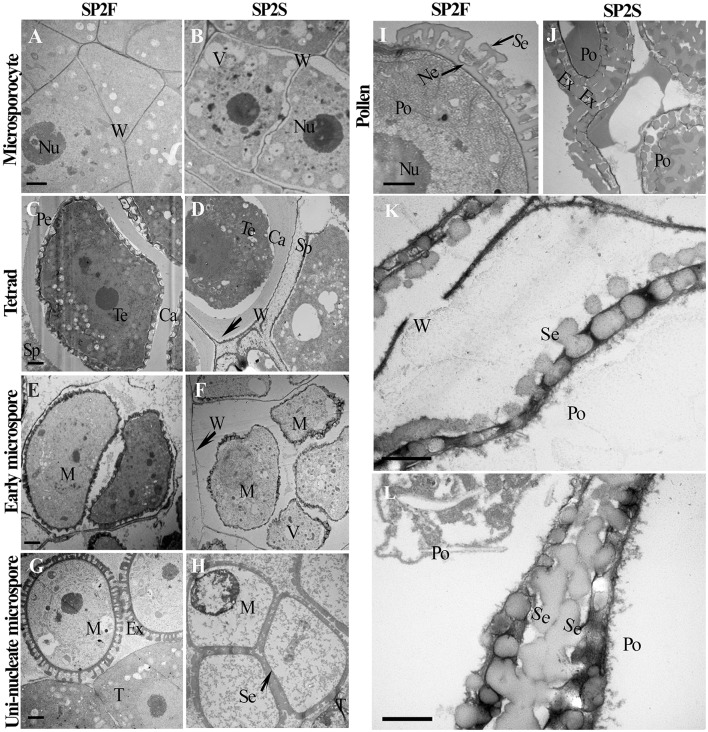
Transmission electron micrographs of microspore and pollen development of SP2F and SP2S. Developmental stage was indicated on the left side. **(A)** SP2F anther at microsporocyte stage. **(B)** Some large vacuole formed in the microsporocytes of SP2S. The primary cell wall of microsporocyte was partially degraded at tetrad stage in SP2F **(C)** but it was still maintained in SP2S **(D)**. Callose layer surrounded the tetrad in both SP2F **(C)** and SP2S, but primexine formed later in SP2S **(D)**. After callose dissolved, sporopollenin deposited on the uni-nucleate microspore surface in the SP2F **(E)** but not in SP2S **(F)** due to the barrier of residual callose and primary cell wall (arrowhead) of microsporocyte. Exine formed well on free microspore in the wild type **(G)**, but sexine fused in SP2S due to aggregation of tetrad microspores **(H)**. Pollen grain passed mitosis with well-formed exine in SP2F **(I)**; in comparison, aborted pollen had only a distorted pollen wall in SP2S **(J)**. The last two magnified images showed exine without nexine layer in SP2S **(K)** and sexine fusion of neighbor pollen grains **(L)**. Ca, callose; Ex, exine; M, microspore; Ne, nexine; Nu, nucleus; Po, pollen; Se, sexine; Sp, sporopollenin; T, tapetum; Te, tetrad; V, vacuole; W, cell wall. Each pair of figures had the same scale bars of 1 μm.

### Tapetal abnormality associated with TGMS

Because the tapetum plays critical roles in microspore formation and pollen development, we also paid attention to the development of tapetal cells. The tapetum of SP2S showed significant abnormalities, including large vacuoles (Yu et al., 2015), persistence of the tapetal cell wall, defective plastids, and elaioplasts without lipid droplet accumulation, and absence or quick degradation of the tapetosome. The light-microscopic observation of tapetum had been showed in our previous study (Yu et al., 2015). Here we provided some details about the tapetal organelle structures that were observed under TEM. At the microsporocyte stage, the tapetal cells of SP2F anther had large nucleus and thick cytoplasm (Figure 3A) while formed many large vacuoles in SP2S tapetum (Figure 3B). At the tetrad stage, the protoplasts of tapetal cells in fertile plants contained abundant organelles (Figure 3C). The tapetal cell walls dissolved, and the small vacuoles in the tapetal cells disappeared gradually. Labyrinthine invagination appeared along the plasma membrane of the tapetal cells (Figure 3C, Arrowhead), indicating a high rate of secretion activity. By contrast, the SP2S tapetal cells showed many large vacuoles (Figure 3D). The cell walls of SP2S tapetal cells were still thick, and there was no labyrinthine invagination (Figure 3D) as in the wild type, indicating a pause in the transition of tapetal cells to secretory cells. However, excessively vacuolated tapetal cells (Yu et al., 2015) releases some contents into the locule, as shown in Figure 3D. At the uni-nucleate microspore stage, wild-type tapetal cells possessed abundant endoplasmic reticulum and secretory vesicles. Lipid droplets (Figure 3E) began to accumulate in tapetal plastids (proplast, the precursor of elaioplast) as plastoglobuli (Suzuki et al., 2013). In SP2S anthers, however, some cavities were observed in plastids (Figure 3F, Arrowhead) and the tapetal plastids and endoplasmic reticulum were significantly reduced. By the vacuolated microspore stage, tapetal cells in wild-type plants contained many elaioplasts that were full of plastoglobuli that contained nonosmiophilic bodies (Suzuki et al., 2013; Figure 3G). No obvious lipid accumulated in the SP2S tapetum; elaioplasts formed occasionally, but ruptured early (Figure 3H). At the bi-nucleate pollen stage, many tapetosomes formed (Figure 3I) in the wild-type tapetum, with abundant lipid compounds (Suzuki et al., 2013). By contrast, the tapetum in the SP2S mutant emptied, with only the relics of elaioplasts (Figure 3J). The tapetal organelles including elaioplast and tapetosome in SP2F degenerated until pollen mature stage (Figure 3K) while the taptetum of SP2S completely withered (Figure 3L).

**Figure 3:**
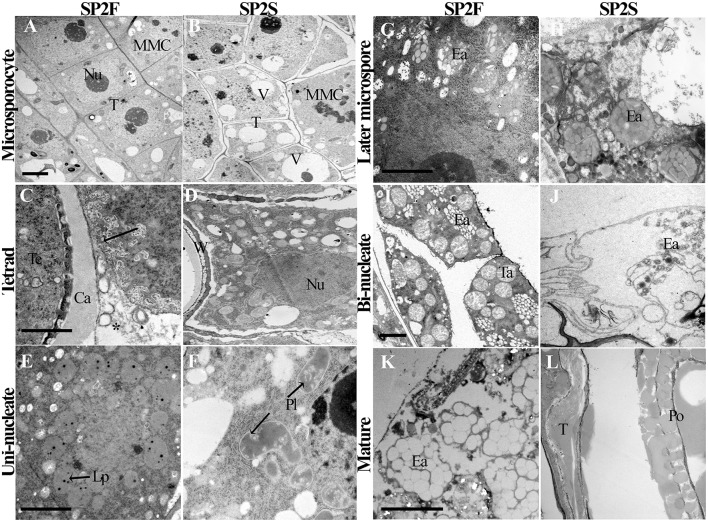
Transmission electron micrographs of tapetum development of SP2F and SP2S. At the microsporocyte stage, the tapetal cells of SP2F anther had large nucleus and thick cytoplasm **(A)** while formed many large vacuoles in SP2S tapetum **(B)**. Normal tapetum should have intensive secretory activity in wild type (**C**, Arrowhead and asterisk indicated the labyrinthine invagination and secretion granules, respectively) but inert tapetal cells in SP2S had no such labyrinthine invagination **(D)**. Wild type plastid produced oil droplets **(E)** but SP2S showed abnormal plastids with cavities **(F)**. Wild-type elaioplast contained plastoglobulus **(G)**, but the elaioplasts in SP2S quickly degenerated (**H**, Arrowhead). Wild type tapetum formed a tapetosome at a bi-nucleate pollen stage **(I)**, but the tapetum in SP2S showed no tapetosome, or some abnormal tapetosome that degraded quickly **(J)**. The tapetel organelles of SP2F degenerated when pollen grains mature **(K)** while the tapetum of SP2S withered **(L)**. Ca, callose; Ea, elaioplast; Lp, lipid droplet; MMC, microsporocyte; Nu, nucleus; Po, pollen; Pl, plastid; T, tapetum; Ta, tapetosome, Te, tetrad; V, vacuole; W, cell wall. Each pair of figures had the same scale bars of 2 μm.

### Profile of DGE tags

Based on the results of cytological observation, we knew the key events and critical stage of TGMS SP2S occurrence. This information was necessary for sampling at the right time in the comparative transcriptome study. To characterize the DGE profiles, we sequenced the two groups of Illumina DGE tag libraries created from the young flower buds of SP2S and SP2F plants. 

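The DGE data comprised 6 libraries, 3 biological replicates of the sterile line SP2S and 3 of its fertile near-isogenic line SP2F, made from young flower buds no longer than 3 mm of plants kept at a daily average above 22°C with days longer than 14 h. In DGE tag profiling, short reads from the mRNA of a sample are counted on each transcript. The authors aligned the clean reads with Bowtie2 to a Trinity assembly of rapeseed transcripts and deposited, for each library, the number of reads per transcript without normalization and the corresponding RPKM. Each library listed the same 65535 transcripts, which was 48.3% of the 135702 transcripts of the assembly, and the list followed the order of the transcript identifiers rather than expression. Results here are therefore limited to those transcripts. Only 39.4% of the non-zero counts, on average over the 6 libraries, were whole numbers. The others were fractions, so that part of a count was shared with similar transcripts, and how the reads were divided is not described in the paper's text. A Brassica rapa gene identifier was given for 45722 of the transcripts, covering 20674 different genes, and chromosome positions were not analysed here. For the comparison of the lines, counts were rounded to whole numbers, scaled with edgeR's TMM normalization and tested with edgeR's quasi-likelihood F test. Transcripts whose counts had an upper quartile below 10 over the 6 libraries were left out, following the filter described in the paper's methods, and 26460 transcripts remained. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 2. Fold changes are given as the log2 of SP2S over SP2F, and the standard error of a log2 fold change is the value implied by its F statistic.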

We obtained approximately 9 million raw reads (tags) for each library (Table S1). 

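Table S1 lists 12045328, 7241994 and 8298346 raw reads for SP2F replicates 1, 2 and 3, and 8594447, 9762561 and 8643180 for SP2S replicates 1, 2 and 3. The read totals by which the authors divided the counts to obtain RPKM could be recovered from the ratio of count to RPKM of 52 transcripts of known length. They were 10537659, 6621460 and 7599092 in SP2F and 7900651, 9088639 and 7934794 in SP2S, between 87.5% and 93.1% of the raw reads. The counts on the listed transcripts summed to 3596321, 2218787 and 2414727 in SP2F and to 2708156, 3305007 and 2722913 in SP2S. These sums were between 31.8% and 36.4% of the read totals behind the RPKM values. The deepest and the shallowest library both belonged to SP2F. For a transcript of 1 kb, 3 reads corresponded to 0.285 RPKM in the deepest library and to 0.453 RPKM in the shallowest.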

The raw data were deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE69638, in which samples F1, F2, and F3 and S1, S2, and S3 indicated the different biological replicates of two groups of samples prepared for RNA-seq. Most of the raw reads passed the quality filter, resulting in an average of 9,189,278 and 8,993,902 clean reads in SP2F and SP2S, respectively. The reads were mapped to a previous transcriptome shotgun assembly (TSA) (file Trinity_rapeseed under accession GDFQ00000000) and successfully identified an average of 108,161 and 109,523 transcripts in SP2F and SP2S, respectively (Table S1).

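Of the 65535 listed transcripts, 54019, 51358 and 50944 had a count above 0 in SP2F replicates 1, 2 and 3, and 52692, 53992 and 52204 in SP2S replicates 1, 2 and 3. The mean was 52107 ± 1669 (SD, n = 3) in SP2F and 52963 ± 924 (SD, n = 3) in SP2S, which was 79.5% and 80.8% of the listed transcripts. The difference of 856 transcripts was smaller than the spread between the SP2F replicates (exact permutation test, two-sided, p = 0.6, where 0.1 is the smallest p that 3 libraries against 3 allow). In each line, the number of detected transcripts was highest in the library with the most reads. No read was counted in any library for 1249 of the listed transcripts.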

### Analysis of differentially expressed transcripts

To compare the differential expression patterns among the two group libraries, we normalized the count numbers and calculated the RPKM (Reads per Kilobase of transcript per Million mapped reads) values for each transcript. 

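For every transcript with a read in at least 1 library, the RPKM equalled the count divided by the transcript length and by the read total of the library, and the length implied by the libraries that detected it was the same to within 5.7e-05 nt. Apart from length, the counts and the RPKM values therefore differed by 1 factor per library only. A normalization factor would be absorbed in that factor, so whether it was depth alone could not be tested. The median transcript length was 485 nt. The RPKM values of the listed transcripts summed to between 43.1% and 47.7% of the sums in Table S1. TMM normalization of the tested transcripts gave scaling factors of 1.00, 1.09 and 1.01 for SP2F replicates 1, 2 and 3 and of 0.971, 0.962 and 0.973 for SP2S replicates 1, 2 and 3.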

At total of 465 DETs (303 up-regulated and 162 down-regulated DETs), including 40 DETs specific to SP2S and 62 DETs specific to SP2F (Dataset S1), were extracted using the criteria *FDR* ≤ 0.05 and fold change ≥2. 

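Among the 26460 tested transcripts, 213 were differentially expressed between SP2S and SP2F, with 112 up-regulated and 101 down-regulated in SP2S. In all 213, every library of one line had a higher count than every library of the other. The median log2 fold change was 2.79 for the up-regulated transcripts and -4.73 for the down-regulated ones. A count of 0 in all 3 SP2F libraries was found for 17 of the 213 transcripts, and a count of 0 in all 3 SP2S libraries for 15. The total moved most without the adjustment for multiple testing, since 2042 transcripts had an unadjusted p-value of at most 0.05 together with a fold change of at least 2. The 17 and 15 moved most with the filter on low counts, to 55 and 47 with no filter and to 1 and 7 with a mean count of at least 20. With the replicate number as a block, in case same-numbered libraries of the 2 lines formed pairs, 152 transcripts passed. The deviations of same-numbered libraries from the means of their lines had correlations from -0.16 to 0.34 across transcripts, against -0.44 to 0.49 for differently numbered libraries. These ranges overlap, and whether the numbers mark pairs was not resolved. The 213 transcripts came from 173 assembly components, groups of transcripts that Trinity assembled together and that can share sequence. A component can hold transcripts matched to different B. rapa genes, as for phosphoinositide phospholipase C1 and WRKY70. Counts summed over a component are therefore not always the total of a single gene.

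**Figure D1:**
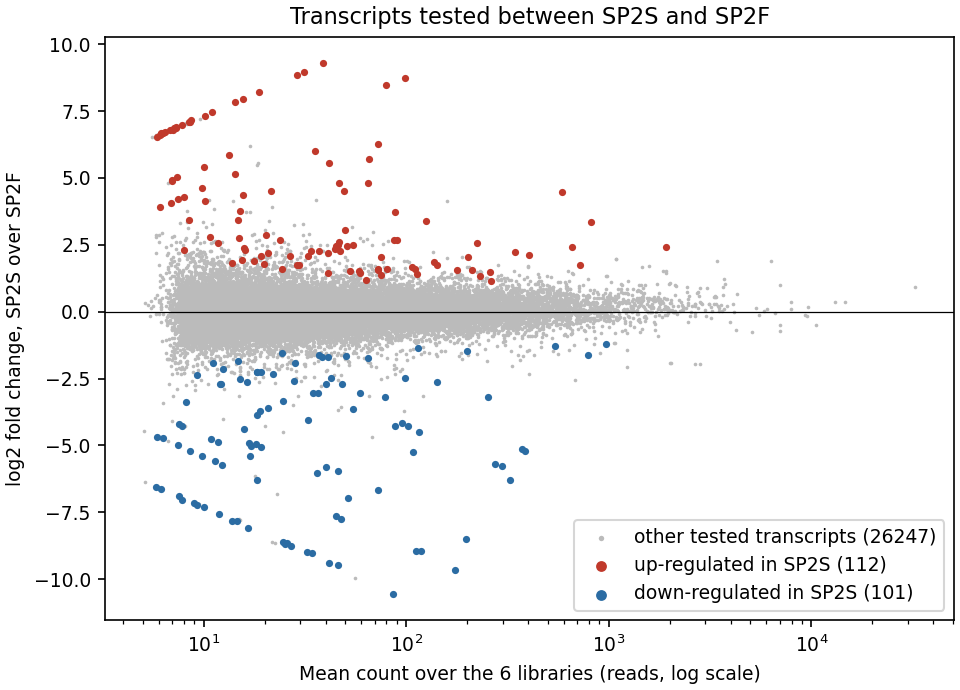
Log2 fold change of SP2S over SP2F (y axis) against the mean count over the 6 libraries in reads (x axis, log scale) for the 26460 tested transcripts, each a point. The 112 up-regulated and 101 down-regulated transcripts are coloured, and the other tested transcripts are grey.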

The clustering of the DETs in the two groups of samples are shown in a heatmap (Figure S2). The expression of each DET showed good reproducibility among three replicates in each sample group. 

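All tested transcripts were also used to compare the libraries. Across transcripts, the Spearman correlation of normalized log2 counts lay between 0.900 and 0.937 for pairs of SP2S libraries and between 0.850 and 0.889 for pairs of SP2F libraries. Pairs with 1 library from each line had correlations between 0.807 and 0.887, which overlapped with the range within SP2F. Transcripts are not independent replicates, so no p-value is attached to these correlations. The median SD of a transcript's log2 normalized count was 0.361 between SP2F replicates and 0.294 between SP2S replicates. No pair of libraries held identical values.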

Co-expression of some DETs placed in the same clustering group was expected.

After searching the NCBI nucleotide database, the functions of 197 DETs were predicted with perfect BLAST matches, except for non-coding RNAs. 

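Dataset S1 lists 458 different transcripts, of which 318 were among those analysed here, 213 listed as up-regulated and 105 as down-regulated. The mean counts of 313 of them were within 2% of the means in Dataset S1. The filter on low counts removed 25, so it is not identical to the one behind Dataset S1, and 292 of the other 293 had a log2 fold change in the listed direction. At the thresholds used here, 185 of the 318 were differentially expressed in the listed direction, 98 up-regulated and 87 down-regulated. These were 46.0% of the listed up-regulated and 82.9% of the listed down-regulated transcripts. The remaining tested transcripts of Dataset S1 had a median edgeR adjusted p of 0.078, and every one of the 293 had an unadjusted p of at most 0.05. The 5 largest rises in SP2S were found for comp34942_c0_seq3, comp38154_c0_seq1, comp34942_c0_seq1, comp47609_c0_seq2 and comp36113_c0_seq1. A transcript of a defensin-like protein, comp38154_c0_seq1, was not detected in SP2F and had 98, 60 and 29 reads in SP2S, a log2 fold change of 8.98 (standard error 1.06, edgeR adjusted p = 0.022). The nardilysin-like transcript comp36113_c0_seq1 had 1, 0 and 0 reads in SP2F against 157, 159.5 and 162.5 reads in SP2S, a log2 fold change of 8.46 (standard error 0.47, edgeR adjusted p = 4.8e-04). Both comp34942 transcripts, with log2 fold changes of 9.29 and 8.85, had fractional counts in 3 libraries. The 5 largest falls were found for comp43196_c0_seq1, comp37059_c0_seq2, comp38422_c0_seq1, comp39442_c0_seq1 and comp22377_c0_seq1, with log2 fold changes from -10.55 to -9.03. Among them, comp22377_c0_seq1, annotated as argonaute 9-like, had 119, 51 and 36 reads in SP2F and none in SP2S (log2 fold change -9.03, standard error 0.81, edgeR adjusted p = 0.0078).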

All 50 down-regulated transcripts and the top 50 of 147 up-regulated transcripts with annotations are listed in Tables 2, 3, respectively. The DETs were matched to different GO terms (Dataset S2) using the NCBI Gene2GO database and categorized into groups based on the known or predicted functions of the corresponding GO terms. The detailed GO networks of down-regulated and up-regulated genes (Figure 4) were drawn using the BiNGO plugin of Cytoscape software. 

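Several functional groups in Dataset S2 had members among the transcripts analysed here. Defense response was annotated for 20 DETs of the paper, and 12 of them were analysed. Expression was higher in SP2S for 11 of the 12, and 4 of the 11 were differentially expressed at the thresholds used here. The 1 that was lower was glucanase A6 (comp52020_c1_seq1), which the paper lists as up-regulated. Log2 fold changes of the 12 ranged from -1.64 to 8.98. The 12 were selected as DETs from these same libraries, so their shared direction is not independent evidence. Terms of inositol phosphate metabolism covered 5 DETs, of which 3 were analysed. Both transcripts of phosphoinositide phospholipase C1 were differentially expressed and lower in SP2S, whereas comp55050_c0_seq1, annotated as a type I inositol 1,4,5-trisphosphate 5-phosphatase, had a log2 fold change of 2.31 (standard error 0.53, edgeR adjusted p = 0.099). Regulation of flower development covered 5 DETs, of which 3 were analysed, and all 3 were differentially expressed and lower in SP2S. They included MADS-box FLC5 (comp22809_c0_seq2), with 16.5 ± 4.83 RPKM in SP2F and 1.96 ± 1.05 RPKM in SP2S (SD, n = 3 libraries each), a log2 fold change of -3.03 (standard error 0.39, edgeR adjusted p = 0.013). The EARLY FLOWERING 4-like transcript comp57362_c0_seq8 fell by 1.75 on the log2 scale (standard error 0.21, edgeR adjusted p = 0.0090). Summed over the 4 transcripts of its component, the log2 fold change was -1.12 (edgeR adjusted p = 0.056). Of the 3 thioredoxin reductase transcripts, 1 was analysed, and it was lower in SP2S.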

The most highly represented biological processes included defense responses to various stimulates, signaling pathways, inositol trisphosphate metabolism, thioredoxin biosynthesis, gametophyte development, pollen exine formation, and regulation of flower development, implicating intricate changes in processes of stress-response, growth, and development. We further investigated the known and predicted interactions among the DETs by STRING. The largest cluster in the derived interaction network (Figure 5) involved 85 genes and it could be divided into several groups. The group of defense response and signaling consisted of several WRKY transcription factors, SCF (COI1) E3 ubiquitin ligase complexes, TIFY10A/JAZ1, ethylene response factors ERF1 and ERF-1, and phosphatase 2C (AT1G07160). This group was linked to the group of pollen exine formation (QRT3, A6/MEE48, AT1G15190/FLA19, FLA20, E6/At2G33850, ENODL1) by purine permease PUP14. 

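Members of this group among the transcripts analysed here included TIFY10A/JAZ1 and the phosphatase 2C. The TIFY10A/JAZ1 transcript comp32900_c0_seq1, matched to Brara.A03832, had 243, 194 and 231.5 reads in SP2F and 0, 0 and 1 in SP2S. Its expression was 16.9 ± 2.44 RPKM in SP2F and 0.026 ± 0.045 RPKM in SP2S (SD, n = 3), a log2 fold change of -8.96 (standard error 0.51, edgeR adjusted p = 4.8e-04). The call held with each of the 6 libraries left out in turn. For the phosphatase 2C AT1G07160, comp56687_c1_seq2 had 0.25 ± 0.15 RPKM in SP2F and 1.56 ± 0.268 RPKM in SP2S (SD, n = 3), a log2 fold change of 2.56 (standard error 0.42, edgeR adjusted p = 0.037). When the counts of the 3 transcripts of its component were summed, the log2 fold change was 0.07 (edgeR adjusted p = 0.92), so the rise was not shared by the component as a whole. With the replicate number as a block, the adjusted p of comp56687_c1_seq2 was 0.090.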

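ENODL1 (comp40628_c0_seq2) had 0, 1 and 0 reads in SP2F and 20, 29 and 10 in SP2S. The log2 fold change was 5.40 (standard error 0.81, edgeR adjusted p = 0.025), and 2 of the 6 fits that left out a library kept it below 0.05. E6/At2G33850 (comp43068_c0_seq1) was expressed at 2.23 ± 0.912 RPKM in SP2F and 9.43 ± 2.90 RPKM in SP2S (SD, n = 3). All 3 SP2S libraries were above all 3 SP2F libraries, but its log2 fold change of 2.05 (standard error 0.38) had an edgeR adjusted p of 0.058. With the replicate number as a block, the adjusted p was 0.043. The purine permease PUP14 (comp37512_c0_seq1), a short transcript of 243 nt, had 1, 4 and 4.5 reads in SP2F and 13.5, 30 and 15.75 in SP2S. Its log2 fold change was 2.62 (standard error 0.55, edgeR adjusted p = 0.077), so the difference did not pass the threshold.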

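Ribosomal and regulatory transcripts analysed here differed in direction. A transcript of the 60S ribosomal protein AT3G23390 (comp57893_c0_seq5) was expressed at 45.7 ± 8.47 RPKM in SP2F and 99.7 ± 6.92 RPKM in SP2S (SD, n = 3), a log2 fold change of 1.14 (standard error 0.20, edgeR adjusted p = 0.043). Summed over the 11 transcripts of its component, the log2 fold change was 0.41 (edgeR adjusted p = 0.27), and with the replicate number as a block the adjusted p of the single transcript was 0.094. For the 60S ribosomal protein L6-2 (AT1G74060), comp39147_c0_seq1 had 19, 20.45 and 7.25 reads in SP2F and 0, 0.25 and 1.5 in SP2S, with an edgeR adjusted p of 0.069. The 30S ribosomal protein RPS9 transcript comp20207_c0_seq2 was higher in every SP2S library than in every SP2F library, with a log2 fold change of 1.24 (standard error 0.23, edgeR adjusted p = 0.057). The ubiquitin-conjugating enzyme UBC32 (comp57558_c1_seq6) fell from 2.57 ± 1.13 RPKM in SP2F to 0.098 ± 0.061 RPKM in SP2S (SD, n = 3; log2 fold change -4.77, standard error 0.62, edgeR adjusted p = 0.014). All 6 of its counts were fractional, and the summed counts of its component had a log2 fold change of -0.03 (edgeR adjusted p = 0.96). Trehalose-phosphate synthase TPS11 (comp49466_c0_seq2) was lower in SP2S, with a log2 fold change of -1.40 (standard error 0.32, edgeR adjusted p = 0.099).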

The third group was dominated by RNA polymerase II transcription subunits (HSP70, HSC70-1, and HSP70-11/BIP2), 60S ribosomal proteins (AT3G23390, AT1G74050, and AT1G74060), 30S ribosomal protein RPS9, signal recognition particle AT7SL-1, ubiquitin-conjugating enzyme UBC32, trehalose-phosphate synthase TPS11, PP2AA1/RCN1, and disulphide isomerase UNE5. Other two interesting genes UDP-glucuronate 4-epimerase GAE1 and galacturonosyltransferase GAUT12 are involved in pectin synthesis and assembly and, together with GSTU24, CYP81D11, CYP71b22, and CYP706A1, play roles in defense response. 

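The GAE1 transcript comp49061_c0_seq1 was expressed at 3.58 ± 1.09 RPKM in SP2F and 9.33 ± 2.09 RPKM in SP2S (SD, n = 3). Although the ranges of the lines did not overlap, the log2 fold change of 1.38 (standard error 0.31) had an edgeR adjusted p of 0.095 and did not pass the threshold. With each library left out in turn, the log2 fold change stayed between 1.17 and 1.67. GAUT12, GSTU24 and the cytochrome P450 transcripts were not analysed here.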

Taken together, these DETs constituted a larger network involved mainly defense responses and related regulations.

**Table 2:** Fifty annotated transcripts that are down-regulated in SP2S.

**Accession**	**Fold change**	**FDR**	**Blast hit**
comp74199_c0_seq1	−Infinite	0.0085	Pollenless 3-like 2 (loc106352295)
comp80937_c0_seq1	−Infinite	0.0119	Transcription factor bhlh25-like (LOC103860395)
comp14322_c0_seq1	−Infinite	0.0000	SLG-54 gene for S locus glycoprotein-54
comp73860_c0_seq1	−Infinite	0.0003	Ubiquitin-conjugating enzyme E2 32 (LOC103839514)
comp73769_c0_seq1	−Infinite	0.0393	Glutathione S-transferase T3-like (LOC103868979)
comp22377_c0_seq1	−Infinite	0.0000	Argonaute 9-like (LOC103851403)
comp32900_c0_seq1	−9.24	0.0000	TIFY 10A-like (LOC103872713)
comp65217_c1_seq7	−6.37	0.0000	LRR-RK serine/threonine-protein kinase At3g14840 (LOC106423522)
comp17045_c0_seq1	−6.17	0.0000	Thioredoxin reductase 2-like (LOC103874128)
comp49044_c0_seq1	−5.60	0.0000	Small RNA degrading nuclease 2 mRNA
comp73699_c0_seq1	−5.51	0.0164	AT-rich interactive domain-containing protein 3-like (LOC103845954)
comp51705_c0_seq3	−5.46	0.0022	Germin-like protein subfamily 2 member 3 (LOC103850003)
comp42223_c0_seq5	−5.20	0.0124	F-box protein At3g59000-like (LOC103830189)
comp40009_c0_seq2	−5.11	0.0000	ABC transporter E family member 1-like (LOC104765147)
comp24238_c0_seq1	−5.03	0.0000	LRR-RK serine/threonine-protein kinase At3g14840 (LOC106423522)
comp57558_c1_seq6	−4.94	0.0001	Ubiquitin-conjugating enzyme E2 32 (UBC32) (LOC103839514)
comp69590_c1_seq11	−4.59	0.0000	Vacuolar proton atpase a3-like (LOC103869355)
comp55352_c1_seq3	−4.41	0.0000	Phosphoinositide phospholipase C 1 (LOC106387427)
comp39147_c0_seq1	−4.36	0.0277	60S ribosomal protein L6-2 (LOC103831880)
comp63945_c1_seq7	−3.90	0.0000	LRR-RK serine/threonine-protein kinase At3g14840 (LOC106423522)
comp43194_c0_seq2	−3.83	0.0000	ABC transporter E family member 1-like (LOC103859527)
comp40777_c0_seq4	−3.73	0.0000	17.4 kda class III heat shock protein-like (LOC103832638)
comp60516_c2_seq17	−3.73	0.0008	Probable galacturonosyltransferase 12 (LOC103851946)
comp67754_c0_seq1	−3.34	0.0255	Copper-transporting atpase RAN1 mRNA
comp72749_c0_seq1	−3.06	0.0214	Phospholipase D beta 2 (LOC103853306)
comp58869_c0_seq14	−2.96	0.0000	NRT1/ PTR FAMILY 7.2-like (LOC103859281)
comp22809_c0_seq2	−2.96	0.0000	MADS-box protein FLC5
comp67097_c1_seq3	−2.70	0.0337	Sorting and assembly machinery component 50 homolog B
comp54689_c1_seq1	−2.61	0.0124	Histidine-rich glycoprotein-like (LOC103830387)
comp55352_c0_seq1	−2.58	0.0000	Phosphoinositide phospholipase C 1 (LOC103845299)
comp26458_c0_seq1	−2.56	0.0070	Fasciclin-like arabinogalactan protein 19 (LOC103833202)
comp65831_c1_seq1	−2.50	0.0005	Thioredoxin reductase 2-like (LOC103874128)
comp54155_c2_seq2	−2.48	0.0003	Small RNA 2′-O-methyltransferase-like (LOC103858486)
comp42529_c0_seq1	−2.44	0.0220	Putative F-box protein At4g10740 (LOC106297876)
comp65727_c0_seq14	−2.36	0.0005	Histone deacetylase HDT3-like (LOC106326328)
comp65831_c1_seq2	−2.33	0.0031	Thioredoxin reductase 2-like (LOC103874128)
comp69180_c1_seq3	−2.32	0.0295	Coronatine-insensitive protein 1-like (LOC103865755)
comp49237_c0_seq2	−2.24	0.0086	65 kda regulatory subunit A alpha isoform of phosphatase 2A
comp63945_c1_seq5	−2.04	0.0438	LRR-RK serine/threonine-protein kinase At3g14840 (LOC106349287)
comp58296_c0_seq2	−1.97	0.0002	Glycine-rich RNA-binding protein GRP1A (LOC106410966)
comp45937_c0_seq4	−1.94	0.0280	Zinc finger BED domain-containing RICESLEEPER 1 (LOC103869698)
comp57362_c0_seq8	−1.65	0.0066	EARLY FLOWERING 4-like (LOC103865763)
comp66682_c0_seq7	−1.62	0.0291	Neutral alpha-glucosidase C-like (LOC103832252)
comp57483_c0_seq1	−1.50	0.0007	Monocopper oxidase-like protein SKS1 (LOC103852980)
comp61706_c0_seq3	−1.49	0.0385	Multiple organellar RNA editing factor 1, mitochondrial
comp48895_c1_seq1	−1.36	0.0385	Putative fasciclin-like arabinogalactan protein 20 (LOC103851072)
comp49466_c0_seq2	−1.29	0.0444	Probable alpha,alpha-trehalose-phosphate synthase 11 (LOC103837918)
comp65401_c0_seq1	−1.28	0.0163	LTV1 homolog (LOC103860640)
comp69719_c0_seq3	−1.25	0.0371	Glycosyltransferase (At4g01210) mRNA
comp65977_c0_seq8	−1.20	0.0412	Phosphoenolpyruvate carboxylase (PEPC) 4-like (LOC103840598)

**Table 3:** Top 50 annotated transcripts that are up-regulated in SP2S.

**Accession**	**Fold change**	**FDR**	**Blast hit**
comp85455_c0_seq1	Infinite	0.0000	60S ribosomal protein L6-3-like (LOC104751278)
comp39723_c0_seq1	Infinite	0.0237	RING-H2 finger protein ATL60 (LOC103848508)
comp38154_c0_seq1	Infinite	0.0004	Defensin-like protein 182 (LOC103829127)
comp28797_c0_seq1	Infinite	0.0001	Putative F-box protein At1g70960 (LOC103854855)
comp36113_c0_seq1	9.30	0.0000	Nardilysin-like (LOC103854597)
comp47748_c0_seq2	6.56	0.0001	Probable mediator of RNA polymerase II transcription subunit 37e
comp452_c0_seq1	6.53	0.0001	Glucan endo-1,3-beta-D-glucosidase-like (LOC103873744)
comp78010_c0_seq1	6.05	0.0078	*Raphanus sativus* D81Rfo (restorer-of-fertility)
comp40628_c0_seq2	5.76	0.0001	Early nodulin-like protein 1 (LOC103864510)
comp59887_c1_seq1	5.40	0.0140	Beta-glucosidase 11 (LOC103844557)
comp84808_c0_seq1	5.37	0.0174	Extensin-3-like (LOC103830588)
comp67571_c0_seq4	5.32	0.0000	NSF attachment protein (LOC103858222)
comp48766_c0_seq6	5.31	0.0191	Putative BTB/POZ domain-containing protein DOT3 (LOC103846825)
comp78577_c0_seq1	5.25	0.0091	Myosin IB heavy chain (LOC103852039)
comp55196_c0_seq1	4.64	0.0000	Lysine histidine transporter-like 7 (LOC103831015)
comp45715_c0_seq1	4.51	0.0002	Trichome birefringence-like 40 (LOC103857356)
comp47956_c0_seq1	4.43	0.0075	Ribonuclease 3 (LOC103829206)
comp63008_c0_seq4	4.26	0.0047	Glutathione S-transferase U24 (LOC103872504)
comp79895_c0_seq1	4.22	0.0244	TRANSPARENT TESTA 12-like (LOC103873970)
comp69320_c0_seq6	3.79	0.0000	Subtilisin-like protease (LOC103870071)
comp43787_c0_seq1	3.68	0.0204	HVA22-like protein e (LOC103857274)
comp56538_c0_seq1	3.50	0.0061	Endonuclease 1-like (LOC103843249)
comp52020_c1_seq1	3.14	0.0000	Glucan endo-1,3-beta-glucosidase A6 (LOC106449427)
comp66720_c0_seq13	3.07	0.0342	RING-H2 finger protein ATL72 (LOC103832912)
comp52222_c0_seq7	2.90	0.0014	Pollen-specific protein SF3 (LOC103843810)
comp59212_c2_seq4	2.90	0.0000	Ethylene-responsive transcription factor 1A-like (LOC103834016)
comp61627_c1_seq6	2.88	0.0140	N-acetyltransferase ycf52 (LOC103857845)
comp45701_c1_seq2	2.83	0.0002	Beta-D-xylosidase 1-like (LOC103837284)
comp46536_c0_seq3	2.82	0.0405	Pollen-specific protein SF3 (LOC103843810)
comp59887_c3_seq10	2.80	0.0003	Beta-glucosidase 11 (LOC103844557)
comp56300_c0_seq7	2.78	0.0000	Ethylene-responsive transcription factor 1A-like (LOC103855430)
comp44369_c0_seq1	2.72	0.0000	NAC domain-containing protein 67-like (LOC103850060)
comp56687_c1_seq2	2.68	0.0159	Probable phosphatase 2C 2 (LOC103843974)
comp58831_c0_seq2	2.68	0.0000	WRKY transcription factor 70 (WRKY70)
comp37552_c0_seq1	2.67	0.0113	Bnaa.FRI.a FRIGIDA-like protein
comp37512_c0_seq1	2.67	0.0137	Probable purine permease 14 (LOC103835832)
comp47600_c0_seq2	2.60	0.0000	EKC/KEOPS complex subunit LAGE3-like (LOC103857106)
comp50768_c0_seq2	2.59	0.0002	Copper transporter 3-like (LOC103845351)
comp59887_c3_seq22	2.56	0.0024	Beta-glucosidase 11 (LOC103844557)
comp56995_c0_seq1	2.52	0.0000	Pentatricopeptide repeat-containing PPR At1g07590(LOC103843443)
comp55264_c0_seq1	2.51	0.0486	Probable non-inhibitory serpin-Z5 (LOC103857162)
comp55050_c0_seq1	2.48	0.0299	Type I inositol 1,4,5-trisphosphate 5-phosphatase 11 (LOC103843905)
comp47848_c0_seq1	2.42	0.0001	Aquaporin NIP6-1 (LOC103832459)
comp64567_c0_seq1	2.41	0.0000	Polygalacturonase QRT3-like (LOC106365935)
comp59887_c3_seq32	2.40	0.0030	Beta-glucosidase 11 (LOC103844557)
comp56995_c0_seq5	2.32	0.0000	Pentatricopeptide repeat-containing PPR At1g07590 (LOC103843443)
comp55686_c0_seq2	2.30	0.0001	Cannabidiolic acid synthase-like 1 (LOC103858400)
comp59887_c3_seq31	2.28	0..0156	Beta-glucosidase 11 (LOC103844557)
comp49874_c0_seq1	2.27	0.0150	NIM1-INTERACTING 1-like (LOC103843751)
comp59761_c1_seq8	2.25	0.0043	NAC transcription factor 29-like (LOC103845998)

**Figure 4:**
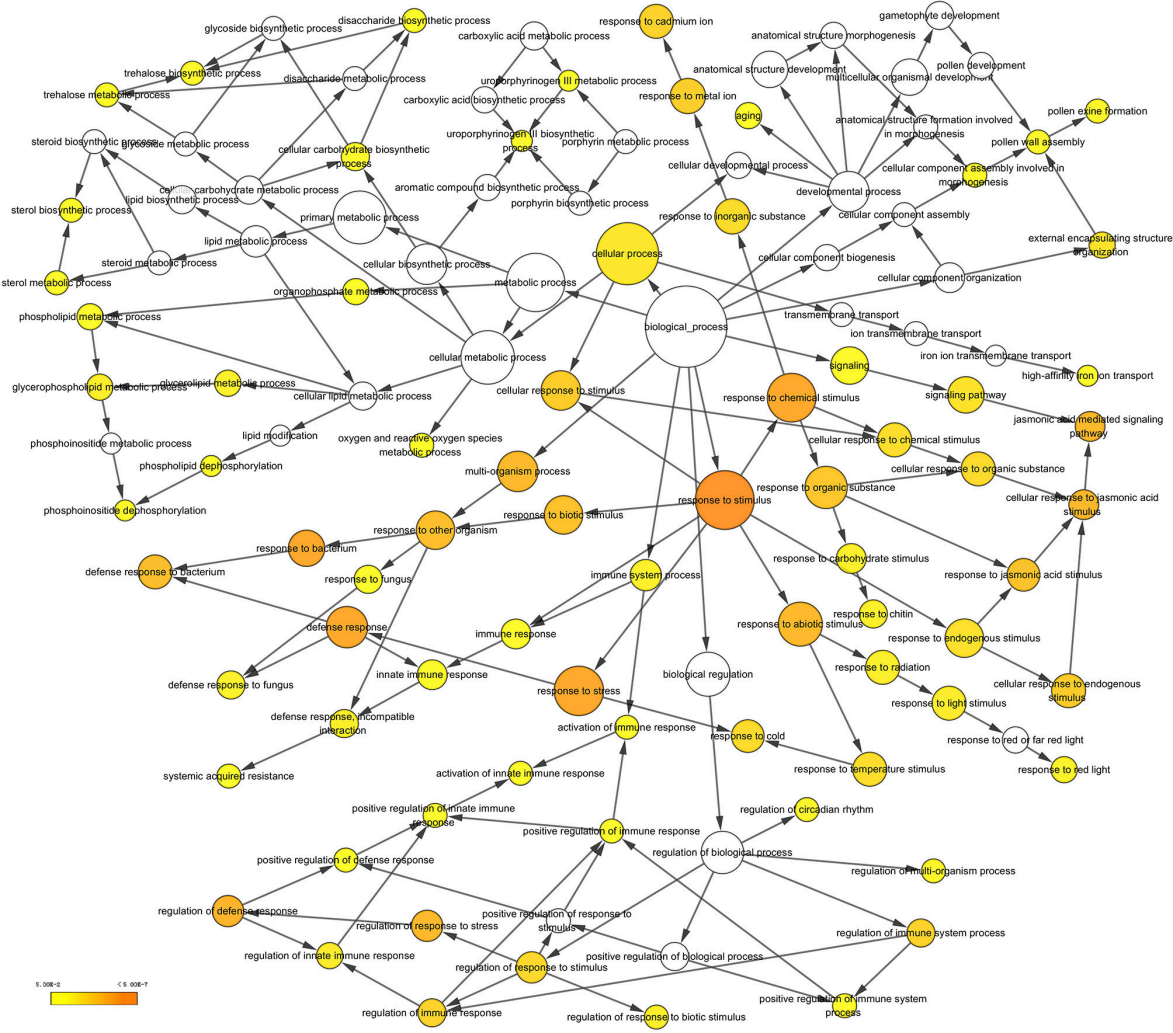
A network of up-regulated and down-regulated gene ontology (GO) terms in biological processes. The scheme was drawn using the BiNGO plugin of Cytoscape software. GOs are presented as nodes and associations are presented as edges. The significant level of node are showed by yellow color as indicated in the scale bar.

**Figure 5:**
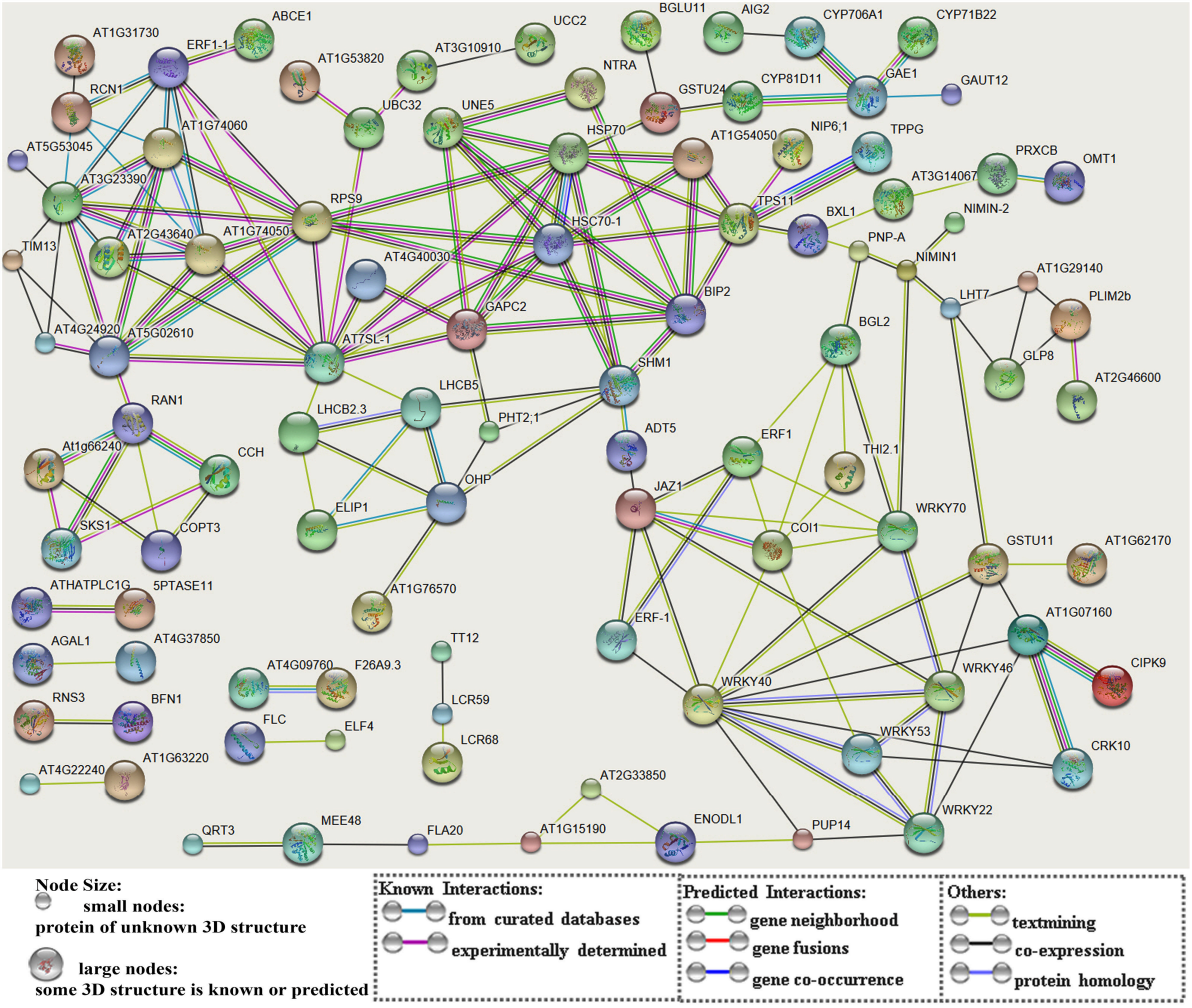
A network of protein-protein interactions based on analysis of the DETs. The scheme was drawn using the STRING software. The gene names were listed in Dataset S1. Genes are showed as nodes and interactions are presented as edges.

In the gene lists in Tables 2, 3, we found no TGMS or TGMS-regulated genes reported by other groups, except for *POLLENLESS3-LIKE 2*, largely because until now, few environment-sensitive genes and regulation networks have been identified. In the lists, however, there should be some genes that were co-expressed with the TGMS gene or regulated by TGMS directly/indirectly. Since TGMS SP2S is a recessive mutant, down-regulated/loss-of-function genes are of greater interest than up-regulated/gain-of-function genes. Interestingly, a transcript (comp74199_c0_seq1) encoding the POLLENLESS3-LIKE 2 protein, which participates in microsporocyte meiosis (Glover et al., 1998), was absent in the SP2S transcriptome. Its relative expression level in SP2S, represented by qRT-PCR, was much lower than in SP2F (Figure 6). *POLLENLESS3* is also known as *MALE STERILITY5*/*THREE DIVISION MUTANT1* (*MS5*/*TDM1*) (Bulankova et al., 2010), and the *ms5-2* mutant of *Arabidopsis* showed an environment-sensitive male sterility phenotype (Glover et al., 1998). The sequences of the PCR products in SP2F, which were amplified using several primers designed for wild-type *POLLENLESS3-LIKE 2* (Table 4), showed a highly identical CDS, but very different promoters (unpublished) than the NCBI deposited sequence (LOC106352295) of cultivar ZS11, but the counterpart of *POLLENLESS3-LIKE 2* was missing and could not be amplified in SP2S. The fore-ends of the *POLLENLESS3-LIKE 2* DNA sequence, including PL32-Promotor, PL32-1198, and PL32-262, could not be amplified in SP2S, whereas the back end PL32-Tail was found in all samples (Figure 7). Therefore, the sequence of *POLLENLESS3-LIKE 2* should contain a long mutation zone in SP2S and will be very interesting for future study.

**Figure 6:**
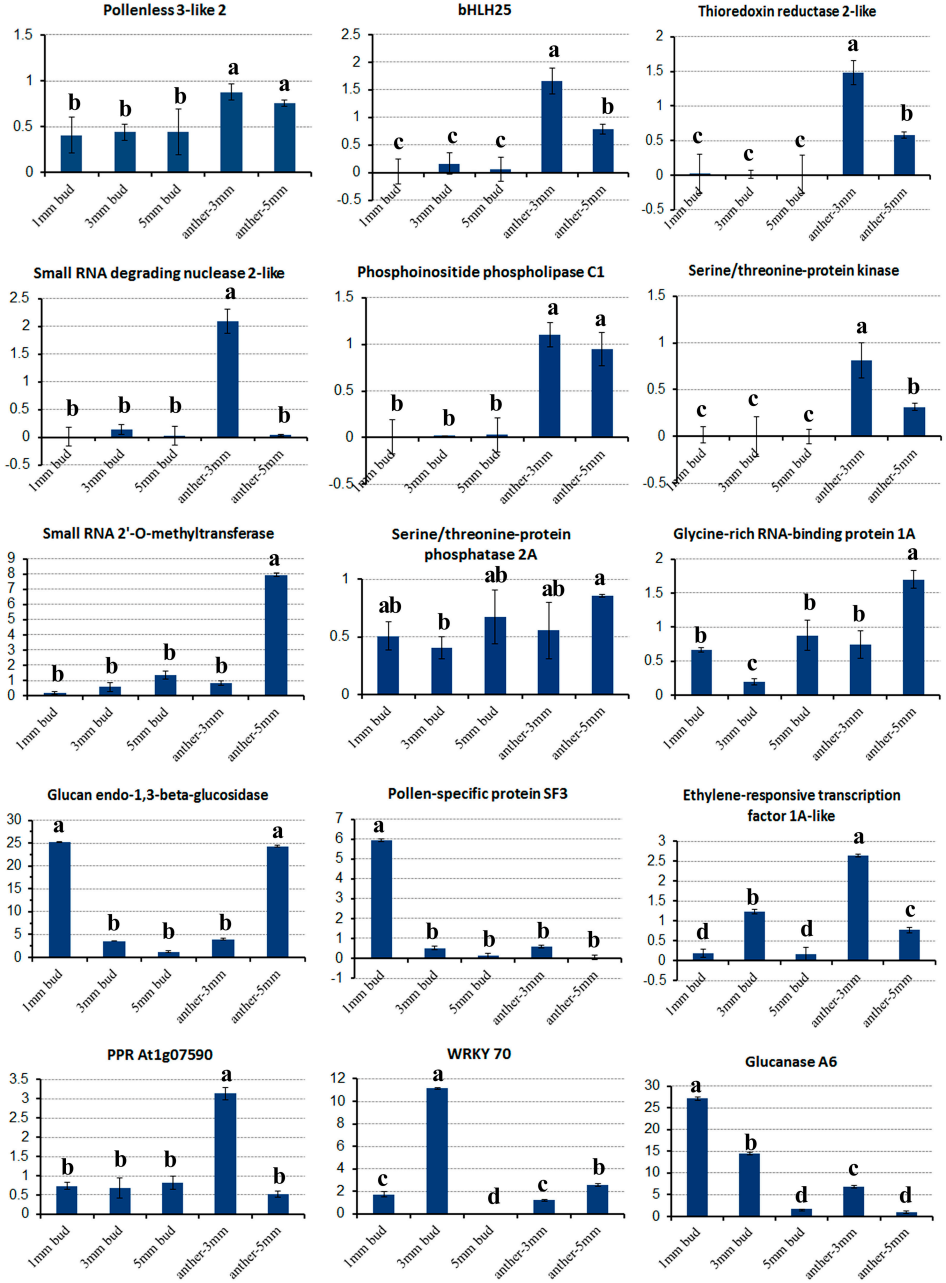
Relative expression of key differentially expressed transcripts in different tissues of SP2S compared to SP2F. Values were estimated from 2^−ΔΔCT^ values in qRT-PCR. The expression differences among different tissues at a confidence level of 95% were indicated by letters (i.e., a, b, c) and the standard deviation for each sample with three replicates was indicated by error bars.

**Table 4:** Information of the primers designed for *POLLENLESS3-LIKE2*.

**Primer name**	**Sequence of left primer**	**Sequence of right primer**	**Product size**	**Nucleotide position from ATG codon**
PL32-1198	CTCCATTGACTCTCCCCAAA	CACAACTCAACATTCCCATTGT	1198	−21 to 1,176
PL32-262	GCCATAGTGATGAAGCAGCAA	AGGCTCTTGGGTTTAGACAGG	1088	240 to 1,328
PL32-Promoter	CGGACGTTAATTTTGGGTGT	GATACCGAGAGGCTTTGCAG	1747	−1,701 to 46
PL32-Tail	CACCGGACAACAACAAGATG	ACCCACACTCCATTGCTTTC	654	742 to 1,396

**Figure 7:**
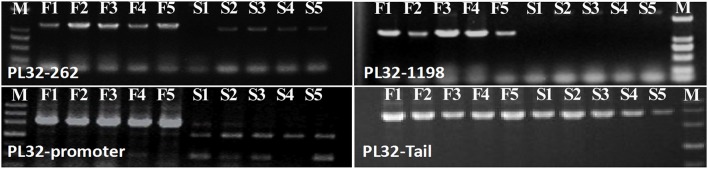
Profile of PCR amplified in SP2F (F1–F5) and SP2S (S1–S5) of four pairs of primers designed for *Pollenless3-like 2*. M, DNA marker.

Fourteen other important DETs listed in Tables 2, 3 were also chosen for gene expression analysis via real-time PCR. The results showed that, in small buds, the relative expression levels of all of the selected DETs were in line with the DGE profiling data (Figure 6), although the expression patterns of these genes changed with sample age (Figure 6). In general, expression of genes encoding the regulatory subunit alpha isoform of serine/threonine-protein phosphatase 2A (PP2AA1), bHLH25, thioredoxin reductase 2-like (NTR2), small RNA degrading nuclease 2-like (SDN2), leucine-rich repeat receptor protein kinase (LRR-RK), phosphoinositide phospholipase C1, ABC transporter E1, small RNA 2′-O-methyltransferase, GRP1A, and MADS-box FLC5 were down-regulated. Four selected DETs that were up-regulated in SP2S encode pollen-specific protein SF3, probable transcription factor WRKY70, glucanases A6, and glucan endo-1,3-beta-glucosidase-like (LOC103873744). The other two selected DETs encode ethylene-responsive transcription factor 1A-like and pentatricopeptide repeat-containing protein (PPR) At1g07590 showed increased expression in the anther of 3-mm-long buds (Figure 6). 

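WRKY46 (comp31435_c0_seq1, matched to Brara.E00136) was counted at 48.5, 37.5 and 39 reads in SP2F and at 113, 123 and 89 reads in SP2S. Its log2 fold change was 1.35 (standard error 0.21, edgeR adjusted p = 0.032). With each library left out the log2 fold change stayed between 1.26 and 1.44, although none of the 6 fits kept the adjusted p within the threshold. The fit with the replicate number as a block gave a log2 fold change of 1.35 and an edgeR adjusted p of 0.090. WRKY53 (comp58843_c1_seq4), whose counts were fractional in all 6 libraries, was expressed at 1.08 ± 0.552 RPKM in SP2F and 4.04 ± 0.797 RPKM in SP2S (SD, n = 3), a log2 fold change of 1.88 (standard error 0.40, edgeR adjusted p = 0.081). NAC67 (comp44369_c0_seq1) had 5.5, 15 and 27 reads in SP2F and 100.8, 108.3 and 109.5 in SP2S. The spread among the SP2F replicates was wide relative to their mean, and the log2 fold change of 2.63 (standard error 0.51) had an edgeR adjusted p of 0.062. DESeq2 on the same counts gave adjusted p-values of 0.0027 for WRKY46, 0.014 for WRKY53 and 3.1e-05 for NAC67. The WRKY40 transcripts and WRKY DQ209287.1 were not analysed here.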

We also found that some genes well-known to encode transcription factors that are involved in stress-response and defense, including *WRKY40, WRKY46, WRKY53, WRKY DQ209287.1*, and *NAC67* were up-regulated. In addition, the transcription factor genes *MYB4, signal recognition particle* (*SRP*), and *stress-associated endoplasmic reticulum 2-like* as well as three genes for subunit 37 of the probable mediator of RNA polymerase II (heat shock protein 70 family) were also up-regulated in SP2S. 

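MYB4 (comp55605_c2_seq1) was expressed at 1.33 ± 0.824 RPKM in SP2F and 5.03 ± 1.06 RPKM in SP2S (SD, n = 3), a log2 fold change of 1.83 (standard error 0.44, edgeR adjusted p = 0.11). The 4 transcripts annotated as SRP RNA were matched to the same B. rapa gene and had mostly fractional counts, so their values are not independent. The most abundant of them, comp47179_c0_seq7, reached 942 ± 429 RPKM in SP2F and 3475 ± 923 RPKM in SP2S (SD, n = 3), with an edgeR adjusted p of 0.061 for a log2 fold change of 1.91. Log2 fold changes of the other SRP transcripts were 1.67, 1.52 and 1.42, and none of the 4 passed the threshold. The transcript of mediator subunit 37e (comp47748_c0_seq2) had only whole counts, 3, 2 and 0 in SP2F and 82, 248 and 101 in SP2S. It rose by 6.29 on the log2 scale (standard error 0.63, edgeR adjusted p = 0.0045), and the call held with each library left out in turn. The other transcripts of mediator subunit 37 were not analysed here.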

Some genes maybe co-expressed with the TGMS gene or regulated by TGMS directly/indirectly.

### Expression analysis of nine key tapetum preferential genes

Expression of nine key genes (Zhou et al., 2012) that are crucial for tapetum development was also detected by qRT-PCR. Expression differences in the 1-mm small buds were difficult to detect (Figure 8), which may explain why there were no DETs found by DGE tag profiling. The upstream genes, including *BnSPL, BnTPD1*, and *BnROXY2*, were not affected in TGMS SP2S, except that *BnEMS1* was up-regulated (Figure 8) in middle and large buds. Three key genes, including *BnTDF1, BnAMS*, and *BnDYT1*, which control the later stage of tapetal development, were also slightly up-regulated in 3-mm-long buds or anthers. Surprisingly, expression of *BnMS1* and *BnMYB80*, whose proteins influence callose dissolution and exine formation indirectly by regulating tapetum development (Vizcay-Barrena and Wilson, 2006; Zhang et al., 2007), were greatly up-regulated in 3-mm-long floral buds (Figure 8) that correspond well to difficult dissolution of tetrad wall and delayed formation of exine.

**Figure 8:**
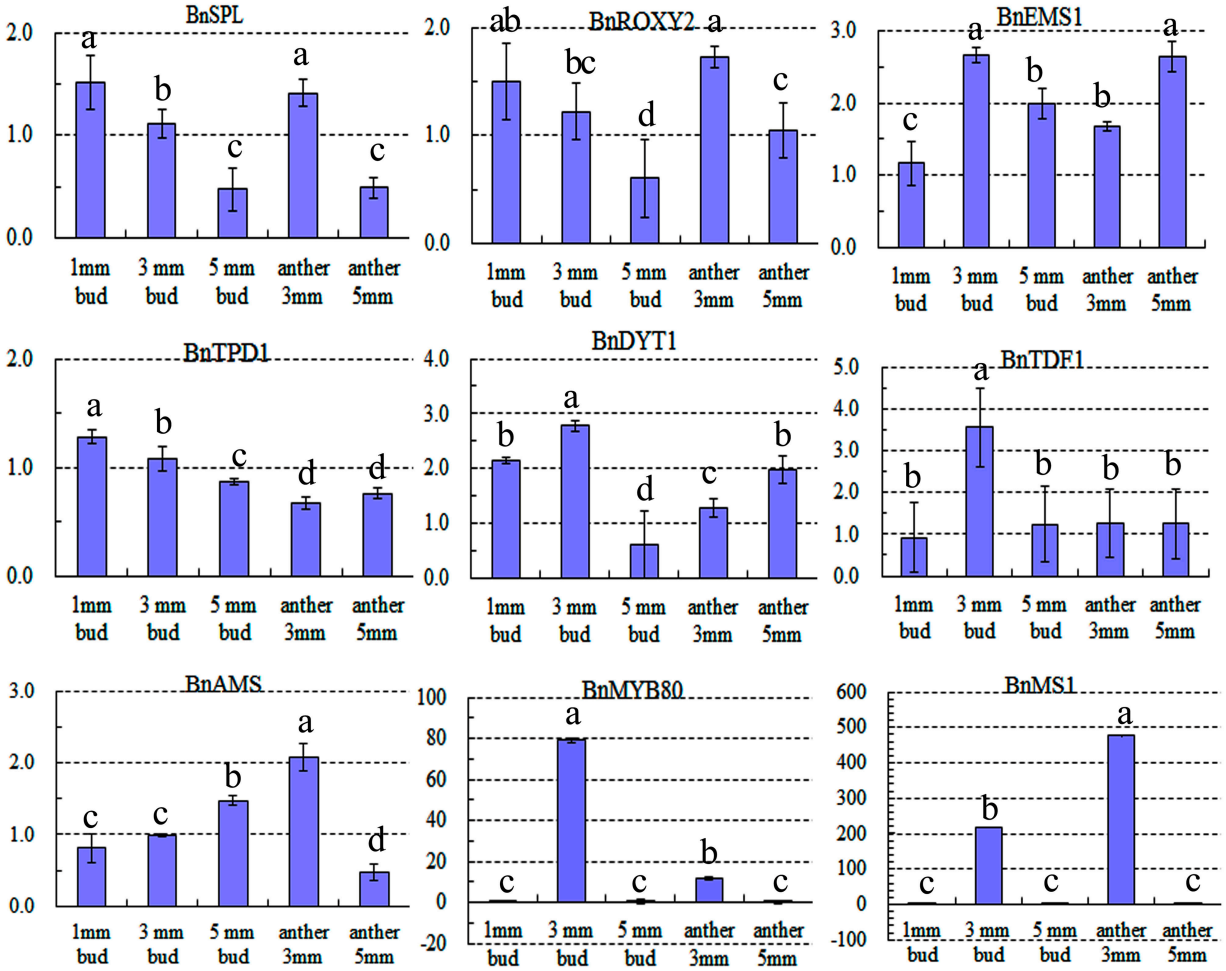
Relative expression level of nine key genes crucial for microsporocyte and tapetum development in different tissues of SP2S compared to SP2F. Values were estimated from 2^−ΔΔCt^ values in qRT-PCR. Expression differences among different tissues were indicated by letters a, b c, and d at a confidence level of 95%, and the standard deviation for each sample with three replicates was indicated by error bars. These genes were homologous to *Arabidopsis SPOROCYTELESS* (*SPL*), *EXCESS MICROSPOROCYTES 1* (*EMS1*), *CC-TYPE GLUTAREDOXINS1* (*ROXY2*), *TAPETAL DETERMINANT 1* (*TPD1*), *DYSFUNCTIONAL TAPETUM* (*DYT1*), *TAPETUM DEVELOPMENTAND FUNCTION1* (*TDF1*), *ABORTED MICROSPORES* (*AMS*), *MALE STERILITY1* (*MS1*), *and MYB80*, respectively. *MS1* and *MYB80* were highly up-regulated.

## Discussion

### Asynchronous meiosis leads to abnormal tetrad microspores

Using cytological observation, we focused on several key events in male sterility and narrowed the window for transcriptome sampling. As a supplement to our previous microscopic observation, the electron microscopic study and microsporocyte staining helped to elucidate the detailed cellular events associated with TGMS SP2S. The phenotype of anther abortion in SP2S showed characteristics of both asynchronous meiosis of microsporocytes and “fat tapetum” (Sanders et al., 1999), different from other male sterilities reported in rapeseed (Dun et al., 2011; Xin et al., 2016). Several meiosis-specific gene sub-networks, such as the transition from mitosis to meiosis (RNA polymerase, double-stranded RNA binding, ribonucleoprotein), homologous pairing and synapsis, meiotic replication and chromosome structure control (Flap endonuclease), and meiotic progression, have been identified (Aya et al., 2011; Sharma and Nayyar, 2016). A model has been proposed in which meiotic progression in *Arabidopsis* pollen mother cells is driven by unidentified cyclins and cyclin-dependent kinase activity that is modulated by regulatory interactions between THREE DIVISION MUTANT1 (TDM1/MS5), TARDY ASYNCHRONOUS MEIOSIS (TAM/CYCA1;2), and SUPPRESSOR WITH MORPHOGENETIC EFFECTS ON GENITALIA7 (SMG7) (Bulankova et al., 2010). TDM1 is a tetratricopeptide repeat domain-containing protein that involves the regulation of cell division after male meiosis II to facilitate exit from meiosis and transition to G1 (Ross et al., 1997). The *POLLENLESS3-LIKE2* gene, which is conserved in SP2F but partially absent in SP2S, is the homolog of the *TDM1*/*MS5* gene in *Arabidopsis*. The *Arabidopsis ms5-2* mutant also showed a phenotype of environmentally sensitive male sterility, chromatin recondensation and stretching after meiosis II and was characterized by a dense microtubule network connecting haploid nuclei in the tetrad stage, which rearranged into four bipolar spindles as chromatids recondensed, as if haploid nuclei entered a third meiotic division (Glover et al., 1998). Although, we did not find a third cell division phenomenon in SP2S, there was abnormal regulation of some meiosis-specific genes, which led to asynchronous meiosis. Except for abnormal meiosis, the tetrad microspores of SP2S seemed undergo no mitosis, suggesting that TGMS might affect the completion of mitosis. This also intimated the involvement of more cell cycle related genes, for instance, down-regulation of *PP2AA1*, which encodes a 65 KD regulatory subunit alpha isoform of Serine/threonine-protein phosphatase 2A is required for proper chromosome segregation and centromeric localization in mitosis (Zhou et al., 2004).

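The PP2AA1 transcript comp49237_c0_seq2, 372 nt long and matched to Brara.G00893, had 42.3, 44 and 24 reads in SP2F and 7, 8 and 7 in SP2S. Its expression was 12.4 ± 4.88 RPKM in SP2F and 2.37 ± 0.0079 RPKM in SP2S (SD, n = 3). The log2 fold change of -2.33 (standard error 0.34, edgeR adjusted p = 0.024) remained between -2.50 and -2.04 with each library left out, and 2 of those 6 fits kept the adjusted p within the threshold.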

### Abnormal tapetum affect microgamete development

In most cases, the critical male gametophytic stage that is most sensitive to abiotic stress often coincides with the meiosis to microspore transition stage (Parish et al., 2012; De Storme and Geelen, 2014). Both the anther ultrastructure and transcriptome profile showed remarkable changes in SP2S in responding to moderate heat stress at this stage. Upon exposure to heat stress, anthers typically show premature disappearance of the tapetum, together with severe alterations in microspore development, as in barley (Abiko et al., 2005), TGMS rice (Ku et al., 2003; Shi et al., 2003), and rapeseed reverse TGMS (Yu et al., 2016). During normal male gametogenesis, when the tapetum becomes secretory, it is strongly metabolically active and serves as a nutritive source by providing essential elements and energy to neighboring microspores and enzymes to release of microspores from the meiotic tetrad and cell wall components to construct the pollen exine layer, such as sporopollenin (Ariizumi and Toriyama, 2011). Once the tapetum transition is blocked, tapetal cells become enlarged and abnormally vacuolated, followed by aberrant microspore separation and abnormal pollen-wall development (Abiko et al., 2005; Ariizumi and Toriyama, 2011; Parish et al., 2012). The extreme vacuolated tapetal cells in SP2S indicated a halt or slowing of the transition to a secretory-type tapetum and attenuated or partially lost some tapetal functions that provide essential materials for microspore development.

### Later degradation of the tetrad wall leads to exine fusion

Several studies have observed clamped, tetrad-shaped spores in heat-stressed male gametogenesis in *Arabidopsis*, the cause of which was hypothesized to be persistence of tetrad wall (Kim et al., 2001; Rhee et al., 2003; De Storme and Geelen, 2014). Our present results also showed that delayed degradation of tetrad wall (callose wall and/or primary cell wall microsporocyte) led to aggregated microspores in SP2S and sexine fusion. The abnormal exine, including nexine absence and sexine fusion, reported in this study is the first case reported in *Brassica* species. As it contains callose, cellulose and pectin, the tetrad wall should be dissolved by several tapetum enzymes, including beta-1,3-glucanase and polygalacturonase (Rhee et al., 2003; Li and Wu, 2012). 

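Log2 fold changes of the beta-1,3-glucanase transcripts differed in sign, but only that of comp452_c0_seq1 passed the threshold. For glucanase A6, comp52020_c1_seq1 had 205.5, 375.5 and 58.7 reads in SP2F replicates 1, 2 and 3 and 84.2, 73.8 and 55.3 reads in SP2S replicates 1, 2 and 3. In RPKM, this was 40.8 ± 37.3 in SP2F and 12.5 ± 2.75 in SP2S (SD, n = 3). Its log2 fold change was -1.64 (standard error 0.58, edgeR adjusted p = 0.22). The ranges of the lines overlapped and the difference did not pass the threshold, and with each library left out the log2 fold change lay between -2.08 and -0.70. The acidic isoform-like transcript comp52644_c0_seq1 was expressed at 12.6 ± 4.58 RPKM in SP2F and 36.8 ± 11.2 RPKM in SP2S (SD, n = 3), a log2 fold change of 1.54 (standard error 0.31, edgeR adjusted p = 0.071). The transcript comp452_c0_seq1 (LOC103873744) had 3, 0 and 0 reads in SP2F and 103, 66 and 40 in SP2S, all whole counts. It was differentially expressed, with a log2 fold change of 5.99 (standard error 0.73, edgeR adjusted p = 0.010). The QRT3 transcript was not analysed here.

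**Figure D2:**
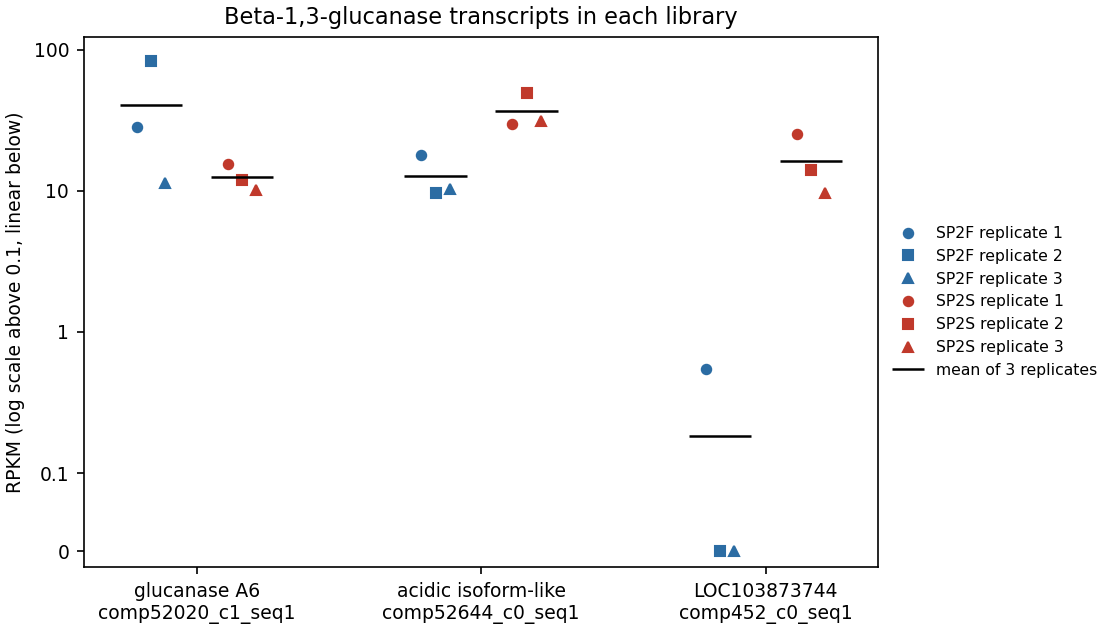
RPKM (y axis, log scale above 0.1 and linear below) of the 3 glucanase transcripts (x axis) in each library, with SP2F in blue and SP2S in red, a marker shape per replicate and a line at the mean of the 3 replicates. The SP2F and SP2S points overlap for glucanase A6 and are apart for the other transcripts.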

Our transcriptomic profiling and real-time PCR results showed that *glucanase A6, three* transcripts (comp52020_c1_seq1, comp52644_c0_seq1, and comp452_c0_seq1) encoding beta-1,3-glucosidase, and the *QRT3* gene (comp64567_c0_seq1) encoding polygalacturonase were obviously up-regulated. In addition, both microscopic and ultramicroscopic observations demonstrated abnormal callose layer surrounding tetrad microspores and even pollen (Yu et al., 2015). Similarly, the *Arabidopsis cdm1* mutant also led to incomplete degradation of callose layer and greatly up-regulated *A6* and *MYB80*, but down-regulated callose synthase gene *CalS5* and *CalS12* (Lu et al., 2014). Their results suggested a contradiction between reduced accumulation and delayed degradation of callose. Expression of *AtMYB80* and *A6* was thought to be activated precociously (Lu et al., 2014), somehow affecting the expression of *CalS5* and *CalS12* and leading to reduced callose accumulation. It seemed that up-regulation of glucanase genes may not always mean quick degradation of callose wall. It should be noted that the dynamic balance process between callose accumulation and dissolution was affected by at least three factors: the amount of callose degradation enzymes, the structure and components of tetrad wall, and the synthesis rate of cell wall materials. In fact, increased expression of *cellulose synthase A catalytic subunit, cellulose synthase D2*, and callose synthase gene *GSL2/CalS5, GSL10/CalS9*, and *GSL12/CalS3*, was found in SP2S in another study by our group (unpublished). Thus, the requirement for elevated expression of the five genes encoding callose wall degradation enzymes indicated difficulty or delay in tetrad wall degradation. The delay of tetrad wall degradation in SP2S maybe resulted from an imbalance between synthesis and degradation of the callose, cellulose, or pectin.

The pollen exine pattern appeared to be dependent on at least three major developmental processes: primexine formation, callose wall formation, and sporopollenin deposition (Ariizumi and Toriyama, 2011). Sporopollenin is synthesized via catalytic enzyme reactions in the tapetum, and both the primexine and callose walls provide an efficient substructure for sporopollenin deposition (Ariizumi and Toriyama, 2011). Thus, the abnormal primexine and callose walls in SP2S will also affect exine formation. *AtMYB80* (Zhang et al., 2007) and *MS1* (Vizcay-Barrena and Wilson, 2006) play important roles in the regulation of callose dissolution and primexine formation, respectively. Expression of *BnMYB80, BnMS1*, and *beta-1,3-glucanase A6* was abruptly up-regulated at the later microspore stage in SP2S, suggesting abnormalities of callose dissolution and sporopollenin secretion. However, the formation of sexine on the aborted microspore suggested that tapetum could synthesize some sporopollenin before it degenerated.

Moreover, secretion of such materials from abnormal tapetal cells, including lipid compounds and AGPs, also affected the formation of exine, as indicated by the lack of pollen nexine and abnormal tapetal plastids and elaioplasts in SP2S. In cruciferous plants, two specific organelles—elaioplasts and tapetosomes—play a central role in accumulating the components of the pollen coat (Suzuki et al., 2013). Sexine is predominantly composed of sporopollenin, which consists of fatty acid derivatives and phenolic compounds, while nexine is composed of arabinogalactan proteins (AGPs) (Li and Wu, 2012), which appear to be regulated by the tapetal AT-HOOK protein (Lou et al., 2014). The lack of nexine in SP2S suggested depletion of some genes for AGPs synthesis. We found down-regulation of the fasciclin-like arabinogalactan proteins FLA19 and FLA20, which are a subclass of arabinogalactan proteins (AGPs) that have, in addition to predicted AGP-like glycosylated regions, putative cell adhesion domains known as fasciclin domains (Li and Wu, 2012). Thus, the function of *FLA19* and *FLA20* in SP2S requires further study. Nevertheless, the lack of nexine may not be the main reason for microspore abortion because it occurred at a later stage of microspore degeneration.

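The FLA19 transcript comp26458_c0_seq1 was expressed at 4.88 ± 1.19 RPKM in SP2F and 0.769 ± 0.038 RPKM in SP2S (SD, n = 3), from 44.3, 17.7 and 23 reads in SP2F and 4, 5 and 4 reads in SP2S. The log2 fold change was -2.64 (standard error 0.35, edgeR adjusted p = 0.014), and 3 of the 6 fits that left out a library kept it within the threshold. FLA20 (comp48895_c1_seq1) was more abundant, at 51.3 ± 12.2 RPKM in SP2F and 18.5 ± 7.03 RPKM in SP2S (SD, n = 3). Every SP2F library was above every SP2S library, but the log2 fold change of -1.46 (standard error 0.31) had an edgeR adjusted p of 0.077, outside the threshold, and an adjusted p of 0.0012 in DESeq2. From the lack of nexine, which it describes as composed of AGPs, the paper proposes that genes for AGP synthesis were depleted in SP2S, and it gives the lower expression of these FLA genes as the matching observation.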

### Other genes involved in anther abortion of SP2S

Many genes controlling stamen and pollen development have been identified, and their specific roles have been characterized (Ma, 2005; Aya et al., 2011; Zhu et al., 2011; Sharma and Nayyar, 2016). For higher plants, environment-sensitive male sterilities are difficult to decipher due to complex gene-environment interactions and phenotypic variation. Numerous studies have attempted to map the genes associated with TGMS or photoperiod-sensitive genic male sterility (PGMS), but only a few, in species with simple genomes, have been successfully cloned (Ding et al., 2012; Zhou et al., 2014; Fan et al., 2016). These studies in rice suggest that abnormal degradation and accumulation of some RNAs, for examples, *Ub*_*L*40_ mRNA, long non-coding RNA and small-interfering RNA, play important roles in the occurrence of TGMS and PGMS (Ding et al., 2012; Zhou et al., 2014; Fan et al., 2016). Our DGE profiling provided a snapshot of the complex transcriptional network that operates TGMS. However, it is difficult to anchor the trigger of the male sterility gene itself by this means, although global differential expression between the male sterile mutant and wild type is useful to unveil genes associated with anther abortion. Fortunately, the aberrant genetic regulation in SP2S corresponded well to abnormal behaviors, including asynchronous meiosis of microsporocyte, delayed dissolution of the tetrad wall, a fused sexine, and premature breakdown of the fat tapetum. This knowledge is useful to narrow the scope of interesting DETs and genes.

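Among transcripts that were lower in SP2S, the thioredoxin reductase 2-like transcript comp17045_c0_seq1 had 68.5, 76.5 and 70 reads in SP2F and 0.5, 1.5 and 0.75 in SP2S. Its expression was 16.6 ± 4.61 RPKM in SP2F and 0.196 ± 0.095 RPKM in SP2S (SD, n = 3), a log2 fold change of -6.05 (standard error 0.52, edgeR adjusted p = 0.0023). SDN2 (comp49044_c0_seq1) was expressed at 43.9 ± 4.16 RPKM in SP2F and 0.846 ± 0.443 RPKM in SP2S (SD, n = 3), a log2 fold change of -5.68 (standard error 0.37, edgeR adjusted p = 5.2e-04). The small RNA 2′-O-methyltransferase transcript comp54155_c2_seq2 had 8 reads in each SP2S library against 62, 38 and 44.7 in SP2F (log2 fold change -2.58, standard error 0.26, edgeR adjusted p = 0.0048). Phosphoinositide phospholipase C1 was represented by comp55352_c1_seq3 and comp55352_c0_seq1, with log2 fold changes of -4.52 and -2.69. ABC transporter E1 was represented by comp40009_c0_seq2, which had a single read in each SP2S library and 48, 41 and 23 reads in SP2F, and by comp43194_c0_seq2. The latter fell by 3.85 on the log2 scale, and by 1.81 when both transcripts of its component were summed (edgeR adjusted p = 0.091). The LRR-RK transcript comp24238_c0_seq1, only 298 nt long, had a log2 fold change of -4.88 (standard error 0.57, edgeR adjusted p = 0.0085). GRP1A (comp58296_c0_seq2) was the most abundant of these transcripts, at 451 ± 130 RPKM in SP2F and 105 ± 54.7 RPKM in SP2S (SD, n = 3). It had fractional counts in all 6 libraries and an edgeR adjusted p of 0.059 for a log2 fold change of -2.08. With the replicate number as a block, the adjusted p of GRP1A was 0.046. The bHLH25 transcript was not analysed here.

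**Figure D3:**
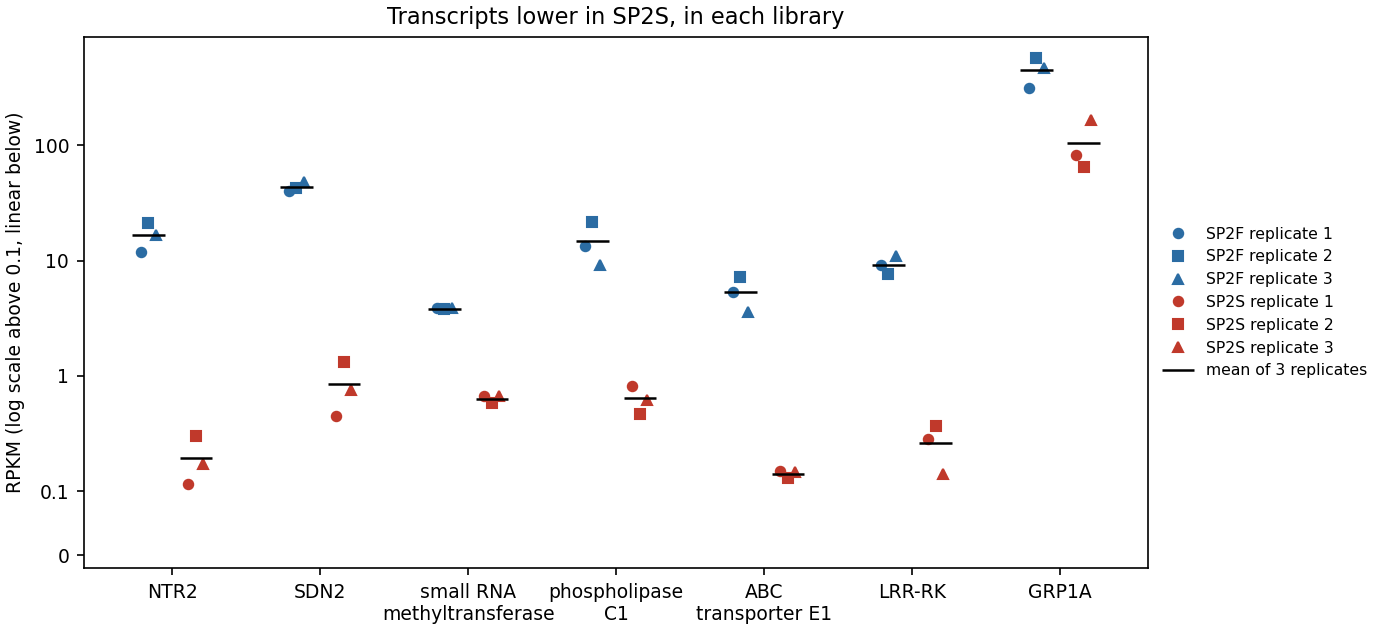
RPKM (y axis, log scale above 0.1 and linear below) of transcripts lower in SP2S (x axis) in each library, with SP2F in blue and SP2S in red, a marker shape per replicate and a line at the mean of the 3 replicates. For each of these transcripts all 3 SP2F points lie above all 3 SP2S points.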

Some down-regulated DETs, such as bHLH25, thioredoxin reductase 2-like, SDN2, Small RNA 2′-O-methyltransferase, Phosphoinositide phospholipase C1, ABC transporter E1, LRR-RK, and GRP1A-like genes, merit further study. We determined the possible functions of these proteins based on annotations in Uniprot (http://www.uniprot.org). For example, bHLH 25 is specifically expressed in flowers and is induced by ethylene and jasmonic acid treatments. Thioredoxin reductase 2-like is a mitochondrial enzyme that catalyses the reduction of thioredoxin and is implicated in defense against oxidative stress. Small RNA-degrading nuclease 2 (SDN2) has 3′–5′ exonuclease activity that degrades single-stranded small RNAs. Small RNA 2′-O-methyltransferase protects the 3′-end of sRNAs from uridylation activity and is involved in plant development through its role in small RNA processing. The ABC transporter E1 is an ATP-binding cassette and utilizes the energy of ATP binding and hydrolysis to transport various substrates across cellular membranes. GRP1A performs RNA chaperone functions during the cold adaptation process and may play a general role in circadian phenomena associated with meristematic tissue. Phosphoinositide phospholipase C1 catalyses the majority of myo-inositol synthesis required for plant growth and development, acts as a repressor of programmed cell death and protects plant cells against cell death under high light intensity or long days. At3g14840-like protein belongs to the LRR-RK family, which may work in defense response or anther development (Zhao et al., 2002). Thus, reduced expression of these important genes in floral buds would affect microsporogenesis, which is very sensitive to various abiotic stress.

Moreover, accumulation of harmful wastes as in rice (Zhou et al., 2014) and up-regulation of key genes are also useful for searching for candidate genes. 

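Pollen-specific protein SF3 was represented by comp52222_c0_seq7 and comp46536_c0_seq3, both matched to Brara.I05630. The former had 4, 2.5 and 5 reads in SP2F and 17.3, 37.8 and 23.5 in SP2S, a log2 fold change of 2.77 (standard error 0.43, edgeR adjusted p = 0.030). Summed over the 8 transcripts of its component, which may include other genes, the direction turned, with a log2 fold change of -0.83 (edgeR adjusted p = 0.19). The latter had a log2 fold change of 2.69 (standard error 0.50, edgeR adjusted p = 0.058), and 2.88 summed over both transcripts of its component (edgeR adjusted p = 0.027). WRKY70 was represented by comp58831_c0_seq2, expressed at 6.70 ± 1.09 RPKM in SP2F and 39.4 ± 2.76 RPKM in SP2S (SD, n = 3), and by comp58831_c1_seq3, at 6.08 ± 1.67 RPKM in SP2F and 20.0 ± 3.14 RPKM in SP2S (SD, n = 3). Their log2 fold changes were 2.56 (edgeR adjusted p = 0.0023) and 1.74 (edgeR adjusted p = 0.026), and the first call held with each library left out in turn. The second held in 2 of the 6 fits that left out a library, and the call of comp52222_c0_seq7 in 1 of the 6. When the replicate number was a block, comp52222_c0_seq7 (adjusted p = 0.062) and comp58831_c1_seq3 (adjusted p = 0.072) did not pass.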

Three genes were up-regulated, including those encoding pollen-specific protein SF3, which has the potential to function as an actin filament bundling protein, glucanase (glucan endo-1,3-beta-glucosidase), and transcription factor WRKY family member, which is a frequently occurring elicitor-responsive cis-acting element. 

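The ethylene-responsive transcription factor 1A-like transcript comp56300_c0_seq7, only 204 nt long, had 2, 2.5 and 14 reads in SP2F and 38, 46 and 41 in SP2S. SP2F replicate 3 set the spread of its line, and the log2 fold change of 2.70 (standard error 0.64) had an edgeR adjusted p of 0.10. For PPR At1g07590, comp56995_c0_seq1 was expressed at 57.2 ± 5.53 RPKM in SP2F and 302 ± 68.1 RPKM in SP2S (SD, n = 3), a log2 fold change of 2.41 (standard error 0.24, edgeR adjusted p = 0.0041). A second transcript of the same component, comp56995_c0_seq5, had a log2 fold change of 2.22 (standard error 0.28, edgeR adjusted p = 0.013). Both PPR transcripts had fractional counts in all 6 libraries.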

The other two up-regulated genes include ethylene-responsive transcription factor 1A-like, which acts as a transcriptional activator involved in the regulation of gene expression by stress factors, and pentatricopeptide repeat-containing protein (PPR) At1g07590, which has an unknown function. PPRs are involved in many post-transcriptional processes, such as splicing, editing, processing and translation within organelles, and some PPRs are well known as plant restorers-of-fertility (Delannoy et al., 2007).

### A working model for TGMS that affect tapetal differentiation and development

The genetic network for key genes that impact tapetal differentiation and development of *Arabidopsis* have now been characterized, and some are down-regulated in a certain male sterility (Ma, 2005; Aya et al., 2011; Zhu et al., 2011; Sharma and Nayyar, 2016). The earliest genes required for *Arabidopsis* cell division and differentiation into anther include *SPL, EMS1, TPD1*, and *ROXY2. Arabidopsis ems1* mutant anthers have excess microsporocytes, but no tapetal layer and male meiotic cytokinesis, resulting in the failure of tetrad microspores (Zhao et al., 2002). *AMS* and *DYT1* affect the later stages of development during tapetal maturation (Aya et al., 2011; Zhu et al., 2011; Sharma and Nayyar, 2016). At the final stage, *MS1* and *MYB80* are required for exine formation because *MS1* is involved in tapetal secretion and the exine structure and *MYB80* regulates *glucanase A6* transcription during callose dissolution (Vizcay-Barrena and Wilson, 2006; Zhang et al., 2007; Aya et al., 2011; Sharma and Nayyar, 2016). Many previous studies have suggested that down-regulation or knock-down of these genes leads to various male sterilities. However, both genetic regulation and cytological characterization of TGMS SP2S are different from these male sterilities. We found that expression of some tapetum-preferential genes was up-regulated, except for *BnSPL, BnTPD1*, and *BnROXY2*. Up-regulation of *BnEMS1* in SP2S may be caused by unknown TGMS genes that may affect tapetum formation, suggesting that TGMS genes may play an upstream regulatory role in normal tapetum development. Up-regulation of *BnMYB80, BnMS1*, and the tapetum marker gene *glucanase A6* was in line with the abnormal tapetal function of control callose dissolution and exine formation, as in the *Arabidopsis cdm1* (*CALLOSE DEFECTIVE MICROSPORE1*) mutant (Lu et al., 2014). It is possible that TGMS genes can regulate tapetum-necessary genes, such as *BnEMS1, BnAMS, BnDYT1, BnMYB80, BnMS1*, and *beta-glucanase A6*. Further experiments are needed to test whether these genes are direct targets of TGMS and/or other key proteins for tapetal development and function.

Therefore, based on the results of these cytological and transcriptional analyses, a simple working model of TGMS male sterility in rapeseed was established (Figure 9). It is likely that the TGMS genes in SP2S affect key proteins that are required for microsporocyte meiosis and tapetum development. For example, BnEMS1, BnDYT1, and BnAMS resulted in defective tapetal cells during the microsporocyte stage. Up-regulation of *BnMYB80, BnMS1*, and *Glucanase A6* compensated for the delay of tetrad wall degradation and sexine formation by additional beta-glucanase and other related genes. However, the nexine was absent due to the shortage of AGPs.

**Figure 9:**
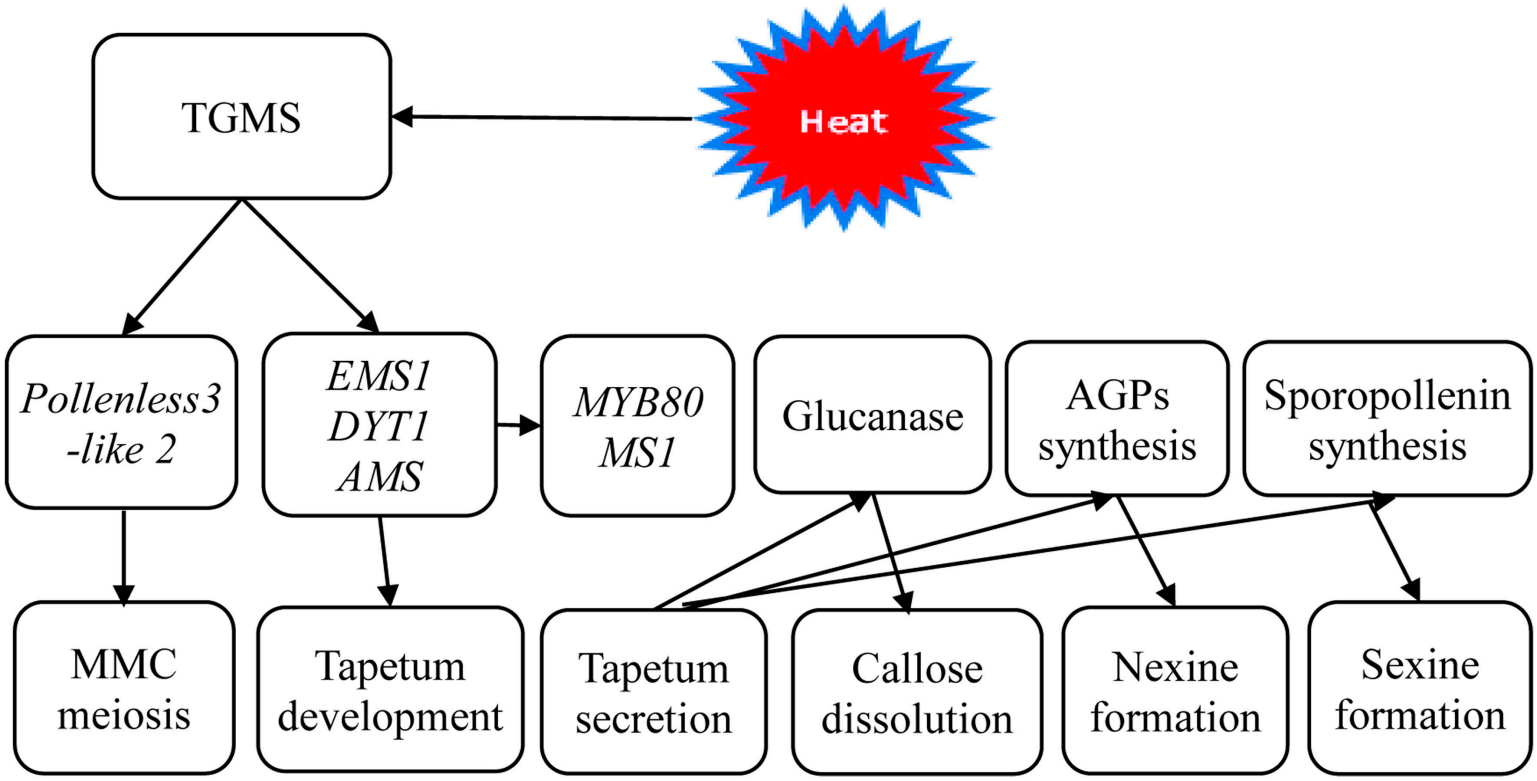
A scheme of genetic networks in TGMS SP2S. The functional network of TGMS in tapetum and microspore development in *B. napus* based on the analysis of differentially expressed transcripts and gene information from *Arabidopsis*.

## Conclusion

In summary, the results of cytological observation indicated that expression of TGMS in the SP2S line may be caused asynchronous meiosis of microsporocytes and premature breakdown of the fat tapetum. The aberrant transcriptional regulation in SP2S may disrupt the coordination of developmental and metabolic processes, resulting in defective tapetal cells and abnormal microspores. To our knowledge, this is the first investigation combining cytological and transcriptomic comparisons of temperature-induced male sterility in rapeseed. The ultrastructural abnormalities and altered gene expression in SP2S provided clues about TGMS genes for further study.

## Availability of supporting data

The data set supporting the results of this article is available in NCBI's Gene Expression Omnibus under accession GSE69638 and transcriptome shotgun assembly accession GDFQ00000000. Other supporting data are included in the article and its additional files.

## Author contributions

Conceived and designed the experiments, performed the bioinformatics analysis and wrote the paper: CY. Performed the experiments: XL, ZL, and JD. Contributed reagents/materials/analysis tools: JD, SH, and AX. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer IC and handling Editor declared their shared affiliation, and the handling Editor states that the process met the standards of a fair and objective review.

## Abbreviations

AGP: arabinogalactan protein
DET: differentially expressed transcript
DGE: digital gene expression
FPKM: fragments per kilobase of exon model per million mapped reads
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MMC: microsporocyte
MS: male sterility
NCBI: The National Center for Biotechnology Information
NIL: near-isogenic line
RNA-seq: RNA sequencing
SNP: single nucleotide polymorphism
PGMS: photoperiod sensitive genic male sterility
TGMS: temperature or thermo-sensitive genic male sterility
TEM: transmission electron microscopy.

# Supplementary material for: TGMS in Rapeseed (Brassica napus) Resulted in Aberrant Transcriptional Regulation, Asynchronous Microsporocyte Meiosis, Defective Tapetum, and Fused Sexine
**Source:** Front Plant Sci. 2017 Jul 20;8:1268. doi: 10.3389/fpls.2017.01268
**Supplement:** Table S1 — Quality appraisal of digital gene expression tag profiling reads in the six samples.

**Supplemental Table S1 - Supplemental Table S1 - Quality appraisal of Digital Gene Expression tag profiling reads in the six samples**

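Table S1 gives, for each library, the reads obtained, the bases they held, their base-call quality and GC content, and the number of assembled transcripts to which reads were mapped. The RPKM columns describe the spread of expression within a library. The highest RPKM among the transcripts analysed here was 3607, 2156 and 1601 in SP2F replicates 1, 2 and 3 and 3532, 5327 and 3564 in SP2S replicates 1, 2 and 3.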

| Sample | Raw read | Nucleotide base  (G) | Q20%* | Q30%* | GC% | Mapped gene | Max. RPKM | St.D of RPKM | Sum of RPKM |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| F1 | 12,045,328 | 0.43 | 98.4 | 94.4 | 47.0 | 111,268 | 10,660.4 | 51.2 | 994,823.4 |
| F2 | 7,241,994 | 0.26 | 98.4 | 94.2 | 47.6 | 106,915 | 6,800.8 | 43.5 | 994,784.2 |
| F3 | 8,298,346 | 0.30 | 98.6 | 94.8 | 48.0 | 106,274 | 7,856.5 | 43.0 | 960,476.7 |
| S1 | 8,594,447 | 0.31 | 98.4 | 94.2 | 47.5 | 109,003 | 13,686.0 | 59.7 | 1,000,456.5 |
| S2 | 9,762,561 | 0.35 | 98.5 | 94.7 | 46.4 | 111,160 | 10,539.9 | 56.9 | 1,031,773.8 |
| S3 | 8,643,180 | 0.31 | 98.4 | 94.2 | 47.2 | 108,391 | 12,997.9 | 58.1 | 996,543.5 |

* Q20 and Q30 were calculated by SolexaQA-BWA (http://solexaqa.sourceforge.net/)

How the deposited data were processed for this re-analysis (not part of the article)

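DGE tag profiles were analysed for 6 libraries, 3 biological replicates of the sterile line SP2S and 3 of the fertile near-isogenic line SP2F, from flower buds of at most 3 mm. The replicate number and line of each library were taken from the sample labels and from the names F1 to F3 and S1 to S3 in the paper.

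The authors filtered the reads, aligned them to their Trinity transcript assembly with Bowtie2 and deposited, for each library, an expected count of reads per transcript that need not be a whole number. The deposited RPKM values were made by the authors from the same counts, dividing each by the transcript length and by a read total of the library. That total was recovered from the transcripts whose full sequence is printed in Dataset S1, with a relative deviation of at most 1.2e-08 between transcripts. Beyond length and that total, the RPKM values carried no scaling that differed between transcripts. A normalization factor per library would be absorbed in the total and could not be seen. Read filtering, alignment and the sharing of reads among similar transcripts are thus already part of the values, and the 65535 listed transcripts are 48.3% of the assembly. Transcripts named in the paper that lie outside this list were not analysed here.

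Counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by the TMM method, dispersions were estimated over the tested transcripts, and the lines were compared with the quasi-likelihood F test, 3 libraries against 3, without covariates. Transcripts with an upper quartile of at least 10 counts over the 6 libraries were kept, which gave 26460 transcripts and a common biological coefficient of variation of 0.287. P-values were adjusted by the Benjamini-Hochberg method, and a transcript was called at an adjusted p of at most 0.05 with an absolute log2 fold change of at least 1. The paper's methods name the DESeq package with the same thresholds and a filter described in the same words, but 25 Dataset S1 transcripts fall under the filter applied here. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic, which is an approximation. A gene's mean and SD are over the RPKM values of 3 libraries. Numbers of detected transcripts were compared with an exact permutation test over 20 arrangements of the libraries, whose smallest two-sided p is 0.1.

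Transcripts reported singly were taken from a list, fixed before the data were examined, of transcripts that the running text of the paper names and that its tables or Dataset S1 pair with an accession, together with the 5 largest rises and the 5 largest falls among transcripts past the threshold whose ranges did not overlap between the lines. Members of the functional groups discussed were added from Dataset S2. Of the 68 transcripts on the list taken from the paper, 43 were analysed, and 24 of these passed the threshold. The rule set beforehand also covers transcripts that the paper names by accession in Tables 2 and 3, and 56 of those were not on the list. They were added as a group after seeing the data, and 5 of them are also reported singly, as large changes or as members of functional groups. Of the 56, 30 were analysed and 28 tested, all 28 had the paper's direction, and 20 passed the threshold.

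Depth sets the precision. The read totals behind the RPKM values ranged from 6621460 to 10537659, and 3 counts on a transcript of 1 kb stand for 0.285 to 0.453 RPKM. Limits of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. Fractional counts mark transcripts that share reads with similar sequences, which is frequent in a species with related A and C genomes, and the text mentions them for some of the transcripts concerned, not for all.

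The tests were checked on simulated counts drawn for the 26460 tested transcripts, of which 200 were changed by known fold changes. EdgeR recovered 171 of the 200 (85.5%), and 9.52% of its calls were false. The recovery applies only to fold changes of the sizes that were simulated. It cannot be carried over to smaller changes or to transcripts that share reads, so how often such changes are missed is not known. Where no transcript was changed, edgeR made 0 calls and DESeq2 10 among 26460 transcripts, and edgeR without the filter made 68 among 60576.

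Alternatives comprised the Wald test of DESeq2 1.42.0 with its size factors, no filter on low counts, a mean count of at least 20, robust empirical Bayes moderation, unadjusted p-values, no fold-change minimum, counts summed per assembly component, the replicate number as a block, each library left out in turn, other rules for detection and another rule for transcripts specific to a line. The pairing tested by the block comes from the shared replicate numbers in the labels. A further 2 alternatives, which replaced TMM scaling by the read totals behind the RPKM values or by the raw reads of Table S1, were chosen after seeing the data. Random sets of genes were matched on mean expression in 20 bins and drawn 10000 times with Python 3.11.15. The qRT-PCR, microscopy and PCR amplification experiments were not analysed here.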

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

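The tests in this part were chosen after the result was seen. Outside Dataset S1, 28 transcripts passed the threshold of differential expression, 14 higher and 14 lower in SP2S. They stand out because they lie outside the transcripts that the paper lists, and each had counts that did not overlap between the lines (3 of 3 libraries of one line above 3 of 3 of the other). Their log2 fold changes ran from -5.83 to 5.16 and their edgeR adjusted p-values from 0.011 to 0.050. The lowest log2 fold change belonged to comp43521_c0_seq2, with 78.3, 132.7 and 26.5 reads in SP2F and 1, 3 and 0 in SP2S (adjusted p = 0.025). The transcript comp47020_c0_seq1, matched to Brara.J02100, had 396, 114.7 and 73.8 reads in SP2F and 9.83, 8.83 and 8.17 in SP2S (log2 fold change -4.28, adjusted p = 0.011). In the other direction, comp21599_c0_seq1 had 1112, 372 and 434 reads in SP2F and 4897, 2827 and 1808 in SP2S (log2 fold change 2.42, adjusted p = 0.050). A technical explanation is the choice of test, in which case another test on the same counts would not call them. DESeq2 called 23 of the 28. It made 577 calls against 213 and is the more lenient test here, and the DESeq package of the paper was not run, so the choice of test cannot be excluded. Shared reads are another, since 5 of the 28 had a transcript of the same component in Dataset S1, and this was not tested. False calls are also possible, since 9.52% of edgeR's calls on the simulated counts were false. The difference between the lines is the biological explanation that the design offers, and 1 of the 10 splits of the 6 libraries, the split by line, gave as many transcripts past the threshold. Because 10 splits cannot give a share under 0.1, these transcripts cannot be told apart from an accidental arrangement of the libraries by that count alone.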

How the results depend on the processing

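The alternatives below were set before the data were examined, except the 2 that replaced the TMM scaling, which were chosen after seeing the data. The comparison with other splits of the libraries was stated after its result was seen. Where a value changed, the cause was not tested. Alternatives planned for the case of RPKM values without counts were not run.

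The numbers of all, up-regulated and down-regulated transcripts past the threshold (213, 112 and 101) stayed within 1.5 times of these values with robust moderation, with no fold-change minimum and with summed components. With the Wald test of DESeq2 they were 577, 359 and 218. They were 935, 570 and 365 with no filter on low counts, 103, 50 and 53 with a mean count of at least 20, and 2042, 1124 and 918 with unadjusted p-values. With the replicate block they were 152, 68 and 84. Leaving out each library in turn gave from 59 to 258 transcripts in all, from 26 to 109 up-regulated and from 33 to 149 down-regulated. The lowest of the 6 numbers in all came without SP2S replicate 1 and the highest without SP2F replicate 3.

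Transcripts detected in only one line, 17 for SP2S and 15 for SP2F, numbered 55 and 47 with no filter on low counts and 1 and 7 with a mean count of at least 20. For SP2S the number was 10 with summed components and 4 with the replicate block. For SP2F it was 28 when the mean of SP2S could reach 1 part in 100 of the mean of SP2F. With each library left out, the numbers ran from 2 to 22 for SP2S and from 7 to 18 for SP2F.

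Of the Dataset S1 transcripts, 185 passed in the listed direction, 98 up-regulated and 87 down-regulated. DESeq2 gave 287, with 186 up-regulated, and unadjusted p-values gave 292, with 190 up-regulated. With no filter on low counts 314 passed, with 209 up-regulated. A mean count of at least 20 left 96, with 50 up-regulated and 46 down-regulated, and the replicate block left 114, with 49 up-regulated. With each library left out, from 59 to 174 passed, from 26 to 93 up-regulated and from 33 to 81 down-regulated.

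The difference in detected transcripts between the lines, 856 more in SP2S, was 899 for a count of at least 1 (exact permutation test, p = 0.5). It turned to -824 when the minimum was the count that stands for 1 read of the shallowest library (exact permutation test, p = 0.7). With each library left out it lay between 274 and 1812. No p-value was computed with a library left out.

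The read totals behind the RPKM values in place of TMM gave 206 transcripts past the threshold, and the raw reads of Table S1 gave 212. For the 53 transcripts tested singly, the alternatives gave 699 values with the same direction and call, 65 with the same direction that no longer passed, 70 that newly passed, and 1 in the opposite direction. This was the SF3 transcript comp52222_c0_seq7, whose log2 fold change of 2.77 became -0.83 when its component was summed. With DESeq2, 18 transcripts newly passed and 0 were lost. Without SP2S replicate 1, 14 no longer passed, the largest loss among the fits that left out a library. With fewer libraries in a fit, a call can be lost without a change in the fold change.

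The split by line was the only one of the 10 splits of the 6 libraries with a result as large, and this holds for each of these numbers: 1 of 10 for all, for up-regulated and for down-regulated transcripts, for those detected only in SP2S or only in SP2F, and for the Dataset S1 transcripts. The other 9 splits gave 0 transcripts past the threshold, with between 216 and 1446 transcripts at an unadjusted p-value of at most 0.05 and a fold change of at least 2, against 2042 for the split by line. These values carry limited weight. Dataset S1 was made from the split by line in the same libraries, so its number was compared with all transcripts past the threshold in the other splits. Differences between the lines widen the spread within the mixed groups of the other splits. Only 4 splits part all 3 same-numbered pairs, as the split by line does. Among these, 1 of 4 gave as many transcripts and the most at an unadjusted p-value in another split was 783. The other 6 splits part 1 pair and keep the rest together. With 10 splits the share cannot fall below 0.1.

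Depth limits the transcripts detected in only one line, because 3 reads on a transcript of 1 kb stand for 0.453 RPKM in the shallowest library of 6621460 reads, and a count of 0 leaves expression below that level open.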

Differences from the paper's values

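The paper's numbers refer to its whole assembly, and the values here to the 65535 transcripts listed for each library. The paper reports 465 DETs, 303 up-regulated and 162 down-regulated, against 213, 112 and 101 here. With the Wald test of DESeq2 in place of edgeR the numbers were 577, 359 and 218, each within 1.5 times of the paper's, although they come from 48.3% of the assembly. The paper's Dataset S1 has 318 transcripts among those analysed here, 213 up-regulated and 105 down-regulated. Each DESeq2 number was more than 1.5 times these, whereas the 213 in all and the 101 down-regulated here were within 1.5 times of 318 and 105 and the 112 up-regulated were not. For down-regulated transcripts the fits without SP2F replicate 1 (116) and without SP2F replicate 3 (149) also came within 1.5 times of the paper's 162. None of the other alternatives set before the data were examined did so for any of the 3 numbers.

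The paper gives 40 DETs specific to SP2S and 62 specific to SP2F, against 17 and 15 here. With no filter on low counts the numbers were 55 and 47, within 1.5 times of the paper's, which also refer to the whole assembly. Of the 318 Dataset S1 transcripts analysed here, 38 had no read in SP2F and 20 none in SP2S. None of the other alternatives set before the data were examined closed either gap. The paper's Dataset S1 itself lists 63 up-regulated and 40 down-regulated transcripts with an infinite fold change. These differ from the paper's 40 and 62 but are close to them with the lines exchanged, so the target is uncertain.

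The paper's mean number of transcripts identified per library is 108161 in SP2F and 109523 in SP2S, against 52107 and 52963 of the listed transcripts here. None of the alternatives set before the data were examined closed this gap, and none could, because the 65535 listed transcripts are themselves fewer than the paper's numbers by more than 1.5 times.

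All 318 Dataset S1 transcripts analysed here are DETs in the paper, 213 of them up-regulated, and here 185 passed in the listed direction, 98 of them up-regulated. DESeq2 (287 and 186), no filter on low counts (314 and 209) and unadjusted p-values (292 and 190) came within 1.5 times of the paper's numbers, and none of the other alternatives set before the data were examined did.

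For glucanase A6 (comp52020_c1_seq1) the paper's log2 fold change in Dataset S1 is 3.14, against -1.64 here. None of the alternatives set before the data were examined closed this gap, and every one of them gave a value below 0. The paper's mean counts are 401.9 in SP2S and 44.7 in SP2F, against 71.1 and 213 here. In SP2F the means without replicate 1 (217) and without replicate 2 (132) differed from the paper's by less than the SD of the remaining libraries, and the mean without replicate 3 (290.5) did not. The SD of 2 libraries is wide, and 217 is no closer to 44.7 than 213 is, so leaving out replicate 1 did not bring the values together. No library left out closed the gap in SP2S. The paper states that this transcript was up-regulated in SP2S, from its profiling together with real-time PCR. It places the rise of glucanase A6 at the later microspore stage. Here the transcript was lower in SP2S without passing the threshold, in buds of at most 3 mm. The real-time PCR was not analysed here, and these counts do not decide on it.

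The paper describes GRP1A, FLA20, WRKY53, NAC67, MYB4 and the SRP transcripts as differentially expressed. Here their directions were as in the paper, and their edgeR adjusted p-values of 0.059, 0.077, 0.081, 0.062, 0.11 and, for SRP, 0.061 to 0.11 did not pass the threshold. With DESeq2 all of them passed, with adjusted p-values of 1.1e-05, 0.0012, 0.014, 3.1e-05, 0.016 and, for SRP, 2.0e-05 to 0.0026. Of the 43 listed transcripts named in the paper's text and analysed here, 42 had the paper's direction and 24 passed the threshold.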

Other observations

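Apart from the test of transcript length, the tests in this part were chosen after the result was seen.

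Glucanase A6 was lower in SP2S in these counts, while Dataset S1 lists it as higher, and 4 technical explanations were tested. If libraries of the lines had been exchanged, most transcripts of Dataset S1 would run against their listed direction; of the 293 tested, 1 did, glucanase A6 itself. If a single library set the direction, leaving it out would turn it. The highest log2 fold change with a library left out was -0.70, so none did. That value came without SP2F replicate 2, against -1.64 with all libraries, so 1 library may carry much of the fall. If reads were shared with the other transcripts of its component, the summed component would be higher in SP2S, but its log2 fold change was -1.61 (edgeR adjusted p = 0.19). If the listed values belonged to another transcript, the ratio of listed count to listed RPKM would differ from the ratio in the deposited values. It was 8.48 times as large, while the same comparison gave 0.998 to 1.00 for 164 other transcripts of Dataset S1. The listed count and RPKM would imply a length of 5808 nt, against 685 nt here. Of the explanations tested, the one that remains for the opposite direction is that the values listed for this transcript belong to another one. The ratio cannot tell this from other errors in the listed values, which were not tested. Dataset S1 transcripts that were not analysed here, QRT3 among them, were not compared, so such mismatches may not be limited to glucanase A6. The paper's real-time PCR of glucanase A6 is not covered by these tests. Of the 65535 listed transcripts, 0 had mean counts within 2% of those values in both lines, so their source was not found.

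Changed genes lay close together in the order of the B. rapa identifiers. Among 116 changed genes with an identifier of the letters A to J, 6 fell in a window of 100 identifiers, from Brara.C01336 to Brara.C01434, in which 33 genes were tested. This assumes that identifiers with the same letter are numbered along the chromosome, and positions were not analysed. The window includes SDN2 (comp49044_c0_seq1, log2 fold change -5.68), comp30595_c0_seq1 with 68.5, 60.5 and 19.5 reads in SP2F and none in SP2S, and comp34942_c0_seq3 with 0.5, 0 and 0 reads in SP2F and 97, 75.3 and 60.3 in SP2S. Of its 6 changed genes, 4 were higher and 2 lower in SP2S, each with 3 of 3 libraries of one line above the other. Random sets of as many tested genes, matched on expression, had a median of 3 genes in their densest window, and the share with 6 or more was 0.0015. The length of the window was set after the list had been seen, and this share does not account for that choice. A second measure did not pass 0.05: 21 of the 116 genes had a changed neighbour within 20 identifiers, against a median of 13 in the random sets (share 0.057). On a single simulated set, this measure missed a planted window (share 0.29) that the densest window found (share 0.0020), so its result says little about a single window. That planted window held more changed genes than the 6 found here, so whether the densest window would find 6 was not tested. The second measure also called 4 of 40 random sets, against 1 for the densest window. Loss of the whole segment in SP2S would lower its genes together, but the 33 tested genes had a median log2 fold change of -0.15. Reads carried from 1 changed gene into its neighbours would move them in the same direction. The 4 higher and 2 lower genes argue against such a single source for all 6. Reads shared among the higher genes or among the lower genes could not be excluded. Only 24 changed genes had whole counts in all libraries. Their densest window held 2 genes elsewhere, and 0.76 of the random sets were as dense. Every changed transcript of the window from Brara.C01336 to Brara.C01434 had a fractional count in some library. The restriction to whole counts therefore removed this window beforehand and cannot decide on shared reads. A hypothesis is that this part of the genome still differs in sequence between the near-isogenic lines, which may change several transcripts at once. The data cannot tell this from reads shared within each direction.

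An SP2F library was closer to an SP2S library than to its own line. Across the 26460 tested transcripts, SP2F replicate 1 had a Spearman correlation of 0.887 with SP2S replicate 2, against 0.880 and 0.850 with the other SP2F libraries. Both are the deepest libraries of their lines. If depth were the cause, the order would change after thinning all libraries to the depth of the shallowest. After thinning, the correlation with SP2S replicate 2 was still higher by 0.0026 (0.876 against 0.873), compared with 0.0068 before. Depth therefore may account for part of the margin and did not remove it. Batches of sequencing or sampling were not tested.

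Several changed transcripts often came from the same assembly component. In 26 components, 66 of the 213 transcripts shared a component with another changed transcript, with up to 7 in one component. Fractional counts in every library where the transcript was detected were found for 65.2% of these 66, against 39.6% of the other tested transcripts. Transcripts of components with several tested transcripts have fractional counts more often in any case, and among 16608 others of this kind the percentage was 55.6%. The remaining difference was not tested, so whether shared reads carried the same difference into several transcripts cannot be told. The 213 transcripts came from 173 components. No biological explanation was tested.

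The changed transcripts had a median length of 929 nt, and random sets matched on expression had a median of 799 nt. The two-sided share of random sets as far out was 0.0042, so the median of the changed transcripts taken together was longer than in matched sets. This share treats transcripts as independent, although 66 of them shared a component with another changed transcript. The test had been stated as a comparison with the range of the random medians, 633 to 989 nt, and 929 nt lay inside it, but the range of 10000 medians is a criterion that few sets could fail. Whether the greater length has a technical cause was not tested. Up-regulated transcripts had a median length of 696.5 nt, below 799 nt, and down-regulated ones of 1087 nt, and this difference was not tested. The greater length therefore does not hold for the up-regulated transcripts.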
